# TGFβ limits Myc-dependent TCR-induced metabolic reprogramming in CD8^+^ T cells

**DOI:** 10.3389/fimmu.2022.913184

**Published:** 2022-07-26

**Authors:** Helen Carrasco Hope, Gabriella Pickersgill, Pierpaolo Ginefra, Nicola Vannini, Graham P. Cook, Robert J. Salmond

**Keywords:** T cells, T cell receptor, metabolism, cytokines, signalling, TGFβ (transforming growth factor-beta)

## Abstract

T cell activation is dependent upon the integration of antigenic, co-stimulatory and cytokine-derived signals and the availability and acquisition of nutrients from the environment. Furthermore, T cell activation is accompanied by reprogramming of cellular metabolism to provide the energy and building blocks for proliferation, differentiation and effector function. Transforming growth factor β (TGFβ) has pleiotropic effects on T cell populations, having both an essential role in the maintenance of immune tolerance but also context-dependent pro-inflammatory functions. We set out to define the mechanisms underpinning the suppressive effects of TGFβ on mouse CD8^+^ T cell activation. RNA-sequencing analysis of TCR-stimulated T cells determined that Myc-regulated genes were highly enriched within gene sets downregulated by TGFβ. Functional analysis demonstrated that TGFβ impeded TCR-induced upregulation of amino acid transporter expression, amino acid uptake and protein synthesis. Furthermore, TCR-induced upregulation of Myc-dependent glycolytic metabolism was substantially inhibited by TGFβ treatment with minimal effects on mitochondrial respiration. Thus, our data suggest that inhibition of Myc-dependent metabolic reprogramming represents a major mechanism underpinning the suppressive effects of TGFβ on CD8^+^ T cell activation.

## Introduction

CD8^+^ T cell function is determined by the sum of inputs received from the environment, including antigenic and co-stimulatory signals, cytokines, or nutrient availability. In recent years, research focused on describing the metabolic regulation of immunity has defined cell-intrinsic modulatory networks that tightly regulate T cell responses through the integration of these environmental cues. For example, CD8^+^ T cells respond to TCR-stimulation by inducing metabolic reprogramming in part mediated by the activation of the transcription factor Myc (1). Myc activity boosts aerobic glycolysis and the upregulation of amino acid transporters such as SLC7A5, which are crucial to sustain the energetic and biosynthetic demands required for clonal expansion and differentiation (1–3). On the other hand, signals such as CD28 co-stimulation (4), or the cytokines IL-7 and IL-15 (5, 6), have been shown to promote mitochondrial metabolism, key to determine the engagement of memory formation. Moreover, the manipulation of metabolic pathways has proved to be a powerful tool to shape T cell activity and develop therapeutic strategies (7). Thus, studying how diverse signals influence T cell metabolism provides valuable knowledge to further understand regulatory mechanisms of T cell function (or dysfunction) and find therapeutic approaches.

Transforming growth factor β (TGFβ) is a pleiotropic cytokine that acts on both immune and non-immune cells, regulating many biological processes including cell migration, wound healing and angiogenesis. In T lymphocytes, TGFβ is involved in the development and suppressive activity of regulatory T cells as well as in the restriction of effector T cell activation, therefore playing an important function in preventing autoimmunity. Furthermore, TGFβ is a key immunosuppressive cytokine secreted by pro-tumour cells and cancer cells to mediate immune evasion and promote metastasis. Previous work determined that TGFβ inhibits mitochondrial respiration and limits IFNγ secretion of human CD4^+^ T cells through direct interaction of SMAD proteins with the mitochondria (8). Further reports demonstrated that TGFβ restricts mitochondrial metabolism and glycolysis in NK cells by decreasing mechanistic target of rapamycin (mTOR) activity (9, 10). It has been more recently described that TGFβ can also limit mTOR activity in CD8^+^ T cells which, paradoxically, promotes mitochondrial metabolism and protects T cells from entering a terminally exhausted phenotype in the context of LCMV-induced chronic stimulation (11). These discrepancies indicate that the roles and mechanisms of TGFβ in the immune response are highly variable depending on cell type and context.

In the current work, we describe how TGFβ modulates early stages of CD8^+^ T cell activation. Transcriptomic analysis identified the transcription factor Myc as a key target of TGFβ signalling. In this regard, TGFβ treatment restricted TCR-induced Myc-dependent metabolic reprogramming. Specifically, TGFβ-treated CD8^+^ T cells display impaired expression of genes involved in glycolytic and amino acid (AA) metabolism which subsequently limited nutrient uptake and appropriate engagement of glycolysis or protein synthesis upon T cell activation. This study sheds light into a mechanism by which TGFβ regulates early CD8^+^ T cell activation and metabolism through inhibition of Myc expression.

## Materials and methods

### Mice

All experiments were performed using OT-I *Rag1^-/-^* or OT-I mice. OT-I *Rag1^-/-^* mice were maintained at the University of Leeds St. James’s Biomedical Services (SBS). OT-I mice were maintained at the animal facility of University of Lausanne. All experiments were performed using age- and sex-matched mice (7-12 weeks).

### Cell lines

ID8 ovarian carcinoma cells expressing ovalbumin variants (ID8-OVA-N4 and ID8-OVA-T4) were originally a gift from Prof. Dietmar Zehn (Technical University of Munich, Germany). ID8-OVA-N4 and ID8-OVA-T4 cells were maintained in IMDM supplemented with 5% FBS, 50μM β-mercaptoethanol, penicillin-streptomycin and ciprofloxacin (0.5%).

### Cell culture

OT-I T cells were obtained lymph from nodes or spleens of OT-I or OT-I *Rag1^-/-^* transgenic mice. Briefly, lymphoid organs were dissociated using a 70 μM filter and single cell suspensions prepared. Purity of CD8 T cells prepared from OT-I *Rag1^-/-^* lymph nodes was typically >90%. OT-I T lymphocytes were cultured in Iscove’s Modified Dulbecco’s Medium (IMDM, Gibco) supplemented with 5% FBS (Gibco), penicillin-streptomycin (Gibco) and β-mercaptoethanol (Gibco, 50μM). OT-I T cells were activated with 10^-8^ SIINFEKL or SIITFEKL (Cambridge Peptides) in the presence or absence of recombinant human TGFβ (Peprotech, 5ng/ml). Where indicated, OT-I T cells were maintained unactivated *in vitro* (‘No TCR’ condition) with recombinant mouse IL-7 (Peprotech, 10ng/ml). For IL-2 replenishment experiments, recombinant human IL-2 (Peprotech, 1ng/ml) was added to the wells at timepoint 0h. For IL-2 secretion experiments, OT-I T cells were cultured in the presence of blocking CD25 mAb (Biolegend). After 24h of stimulation, supernatants were collected and IL-2 concentration was determined using the Mouse DuoSet IL-2 ELISA (R&D Systems), following manufacturer’s instructions. For ID8-OT-I co-culture experiments, either ID8-OVA-N4 or ID8-OVA-T4 cells were seeded in 48-well plates at 2x10^4^ cells/well. After 4h of incubation to allow adhesion, freshly isolated OT-I T cells were added into the wells (2x10^5^ cells/well) and cultured for 48h. Brefeldin A (2.5mg/ml) was added during the last 6h of culture for optimal detection of cytokine expression by flow cytometry.

### Flow cytometry

The following conjugated antibodies were used: CD8β-phycoerythrin cynanine 7 (PE-Cy7) (clone YTS156.7.7, 1:400, BioLegend), CD25–PE (clone 3C7, 1:200, BioLegend), CD44–allophycocyanin (APC)-Cy7 (clone IM7, 1:200, BioLegend), CD71–fluorescein isothiocyanate (FITC) (clone RI7217, 1:200, BioLegend), CD98–peridinin chlorophyll protein (PerCP) Cy5.5 (clone RL388, 1:200, BioLegend), IFNγ–alexafluor (AF) 488 (clone XMG1.2, 1:100, BioLegend), Granzyme B– brilliant violet (BV) 421 (clone GB11, 1:100, BioLegend), c-Myc–APC (clone D84C12, 1:50, Cell Signalling Technologies), GLUT1–AF488 (clone EPR3915, 1:400, Abcam) phospho-mTOR Ser2448-PE (clone MRRBY, 5μL/sample, eBioscience). ASCT2 (clone V501, 1:50, Cell Signalling Technologies) and phosphoS6 Ser240/244 (clone D68F8, 1:200, Cell Signalling Technologies) were stained with unconjugated antibodies. An additional staining was performed with secondary goat Anti-Rabbit IgG Pacific Blue (1:1000, Life Technologies). For assessment of intracellular markers, cells were fixed and permeabilised using FoxP3 fix/perm buffer (eBioscience). For live/dead discrimination, LD Aqua or Zombie NIR were used (LifeTechnologies and BioLegend, respectively). For assessment of protein synthesis, cells were treated with O-propargyl-puromycin (OPP, 20μM, Jena Bioscience) for 30 minutes. OPP was detected using Click-iT Plus AF488 picolyl azide kit (Life Technologies). Cycloheximide (CHX, 100μg/ml, SigmaAldrich) was added as a negative control 15’ prior to OPP treatment. For amino acid uptake assays, T cells were treated with kynurenine (200μM in HBSS buffer, SigmaAldrich) ± 2-Aminobicyclo- (2,2,1)-heptane-2-carboxylic acid (BCH, 10mM in HBSS buffer, Cayman Chemicals) for 4 min at 37°C (12). After incubation, cells were fixed with 1% paraformaldehyde for 30 min at RT.

### Seahorse metabolic analysis

For ECAR and OCR measurements, OT-I T cells were plated in a Cell-Tak coated (22.4μg/ml) Seahorse XFe96 Microplate (10^5^ cells/well). For MitoStress tests, Seahorse assay media was supplemented with glucose (10mM), pyruvate (1mM) and glutamine (2mM). OCR values were acquired with Seahorse XFe96 Analyser at basal levels and upon sequential injection of oligomycin (1μM), carbonyl cyanide-p-trifluoromethoxyphenylhradone (FCCP, 1.5μM) and rotenone/Antimycin A (0.5μM), following standard Seahorse XFe96 protocol. For Glycolysis Stress Test, Seahorse media was supplemented with pyruvate (1mM) and glutamine (2mM), and ECAR values were acquired at basal levels and after sequential injection of glucose (10mM), oligomycin (1μM) and 2-deoxyglucose (50mM), following standard Seahorse XFe96 protocol.

### Lactate assay

To measure lactate secretion, 10^6^ OT-I T cells were stimulated *in vitro* with OVA-T4 ± TGFβ in 48-well plates. After 24h, levels of lactate in deproteinised culture supernatants were assessed following manufacturer’s instructions (Kit 700510, Cayman Chemicals). Four biological replicates per condition were included.

### RNA extraction and RNA-seq

OT-I T cells (5x10^6^ cells/sample) were stimulated with OVA-T4 ± TGFβ, as described above. After 24h, cells were lysed with TRI Reagent^®^ (Zymo Research, R2050-1-50) and RNA was extracted using Direct-zol™ RNA Miniprep Plus (Zymo Research, R2070), following manufacturers’ instructions. RNA purity was checked using Nano Drop™ spectrophotometer (A_260_/A_280_ and A_260_/A_230_ > 1.8). RNA-seq and data analysis was performed by Novogene Bioinformatic Technology Co. (Hong Kong). For Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathway analysis and ChIP Enrichment Analysis (ChEA), RNA-Seq data was processed using Enrichr. All RNA-Seq data have been deposited at NCBI and are publicly accessible under GEO accession numbers: GSE205654, GSM6216059, GSM6216060, GSM6216061, GSM6216062, GSM6216063, GSM6216064, GSM6216065, GSM6216066.

### Statistics

Statistical significance (*p*-value < 0.05) was determined performing Student’s t-test, Mann-Whitney test, and one- or two- way ANOVA with Tukey’s multiple comparison tests using GraphPad Prism, as described in figure legends. Dots in graphs represent replicate samples and error bars represent SDs, unless otherwise stated. For RNA-Seq data, statistical significance was determined using DESeq2 package and *p*-values were adjusted with the Benjamini-Hochberg procedure.

### Study approval

Mouse breeding and experiments performed at University of Leeds (UoL) were reviewed by the UoL Animal Welfare and Ethical Review Committee (AWERC) and were approved by and subject to the conditions of a UK Home Office Project Licence (PDAD2D507) held by RJS.

## Results

### TGFβ preferentially inhibits CD8^+^ T cell responses to low affinity antigen

To define the inhibitory capacity of TGFβ on CD8^+^ T cell activation, OT-I TCR transgenic T cells were activated with high affinity ovalbumin peptide SIINFEKL (OVA-N4) or low affinity SIITFEKL (OVA-T4) ± TGFβ for 48 hours. Assessment of forward scatter-side scatter parameters by flow cytometry demonstrated that TGFβ treatment limited TCR-induced OT-I T cell growth with a more prominent effect on low affinity OVA-T4-induced responses (**Figure 1A**). TGFβ inhibited OVA-N4-induced granzyme B expression but had little effect on surface expression levels of either CD25 or CD71 (**Figure 1B**). By contrast, TGFβ treatment strongly inhibited low affinity OVA-T4-induced CD25, CD71 and granzyme B expression (**Figure 1C**). As previously reported (13), CD44 expression was elevated following peptide + TGFβ treatment as compared to peptide alone, irrespective of antigen affinity (**Figures 1B, C**).

**Figure 1:**
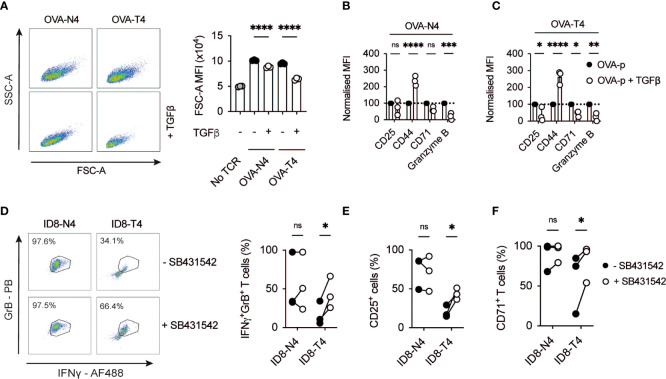
TGFβ inhibits CD8^+^ T cell activation in response to low affinity antigen **(A-C)** OT-I T cell receptor (TCR) transgenic T cells were stimulated with cognate SIINFEKL (OVA-N4) or low affinity SIITFEKL (OVA-T4) peptides in the presence or absence of TGFβ for 48 hours *in vitro*. **(A)** T cell growth was assessed by analysis of forward and side scatter area (FSC-A/SSC-A) by FACS. **(B, C)** Cell surface expression of activation markers (CD25, CD44, CD71) or intracellular granzyme B were determined by flow cytometry. Data shown represent mean fluorescence intensity (MFI) values for markers, normalised to control (TCR-stimulated) levels. **(D–F)** OT-I T cells were co-cultured in the presence of ID8-OVA-N4 or ID8-OVA-T4 ovarian carcinoma cells in the presence or absence of TGFβRII inhibitor SB431542 for 48 hours *in vitro*. Values in dotplots represent % Granzyme B-IFNγ double-positive cells. **(D)** Data show representative FACS dotplots of intracellular IFNγ and granzyme B expression. Cell surface expression of CD25 **(E)** and CD71 **(F)** were determined by flow cytometry. Data points joined by lines represented paired SB431542-treated and untreated samples **(E, F)**. Data are from 1 of 3 experiments **(A–C)** or are pooled data from 3 experiments **(D–F)**. Individual data points represent technical replicates **(A–C)** or biological replicates **(D-F)** (n=3). NS – not significant, * p<0.05, ** p<0.01, *** p<0.001, **** p<0.0001 as assessed by 1-way ANOVA, with Tukey’s multiple comparisons test.

Many cancer cell types, including ovarian carcinomas, secrete TGFβ to suppress T cell responses (14–16). We took advantage of mouse ID8 ovarian carcinoma cell lines expressing OVA-peptides to assess the impact of tumour cell-derived TGFβ on OT-I T cell activation. FACS analysis demonstrated that a higher proportion of OT-I T cells co-expressed granzyme B and IFNγ following co-culture for 48h in the presence of ID8 cells expressing OVA-N4 as compared to OVA-T4 (**Figure 1D**). Addition of the TGFβRII inhibitor SB431542 to OT-I:ID8-OVA-T4 co-cultures doubled the proportions of IFNγ^+^granzyme B^+^ OT-I cells, but did not impact upon OT-I T cell responses to ID8-OVA-N4 tumour cells. Similarly, OT-I expression of CD25 and CD71 following co-culture with ID8-OVA-T4, but not ID8-OVA-N4 cells, were elevated upon TGFβRII blockade (**Figures 1E, F**). Together, these data indicate that both recombinant and tumour cell-derived TGFβ limit TCR-induced T cell activation with a substantially greater effect on responses to lower affinity antigens.

### TGF β inhibits the TCR-induced Myc-dependent transcriptome

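OT-I CD8+ T cells carry a transgenic T cell receptor for an ovalbumin peptide, and OVA-T4 (SIITFEKL) is an altered form of that peptide with lower affinity for the receptor. The RNA came from 4 biological replicates with OVA-T4 alone and 4 with OVA-T4 + TGFβ (5 ng/ml), at 5000000 cells per sample, after 24 h. The sample labels give lymph nodes as the source of the cells and 10 nM as the peptide concentration. The paper's methods name OT-I mice and OT-I Rag1-deficient mice, which lack mature B cells, and the paper's text does not say which of them gave these samples. For lymph nodes of the Rag1-deficient mice the methods state that most of the cells were CD8 T cells. No sort is described, so transcripts of other lymph node cells were followed by marker lists. For RNA isolation the paper's methods name TRI Reagent with a Direct-zol kit, while the labels name an RNeasy kit. The submitters' processing notes name CASAVA, HISAT2, HTSeq and the mouse build mm10. The authors deposited the result as FPKM, a unit already divided by gene length and by library total, for 47069 gene IDs in 8 libraries. All 23842 genes above 0 FPKM in any library could be solved as whole reads over a fixed length, with a tolerance of 0.005 reads. The library totals that this gave were 35839293 to 41597929 reads with OVA-T4 and 35586261 to 40040249 reads with OVA-T4 + TGFβ. At this depth 1 read in a gene of 1 kb is worth 0.0240 to 0.0281 FPKM. The groups were compared with limma on log2(FPKM + 0.5) for the 12879 genes with a mean of at least 0.5 FPKM, with Benjamini-Hochberg adjusted p-values. Fold changes are on that scale, which understates the change of genes with low FPKM. The first principal component held 64.7% of the variance and parted the groups. Replicates of a group had Pearson r across genes of 0.981 to 0.992, and every pair of replicates differed by more than the sampling noise (chi-square of 9.81 to 54.8 per degree of freedom).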

To define the global impact of TGFβ on the TCR-induced transcriptional programme, OT-I CD8^+^ T cells were stimulated for 24h with OVA-T4 ± TGFβ and RNA-Sequencing performed. A total of 5800 transcripts were found to be differentially expressed (adjusted *p* value < 0.05, no fold-change cut-off) between TGFβ−treated and -untreated groups, with 3248 upregulated and 2552 downregulated (**Figure 2A**). 

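TGFβ changed 6562 of the 12879 genes tested in OT-I T cells, of which 3955 were higher and 2607 lower (limma, adjusted p under 0.05). Over 1.5-fold, 1761 genes were higher and 782 lower. Genes of naive and quiescent T cells, which are normally turned down on activation, moved with TGFβ. Of the 35 tested genes on a list of these, 25 were higher, 2 were lower and 8 did not pass the test (26 higher and 2 lower when adjusted over the list alone). Igfbp4, an insulin-like growth factor binding protein, went from 12.1 to 255 FPKM (log2 fold change 4.39, standard error 0.19, adjusted p = 5.10e-07 from limma). S1pr1, the receptor for T cell exit from lymph nodes, had a log2 fold change of 1.35, and Pik3ip1, an inhibitor of PI3 kinase, of 1.39. Cd28, the costimulatory receptor, was lower, at -0.80. The list stood apart from the other genes at adjusted p = 6.90e-05 from camera, and adjusted p = 0.491 with an estimated correlation. In 6191 genes, 48.1% of those tested, the 4 libraries of each group did not overlap, where chance gives 2.86%. The share of higher genes depended on the scaling. It was 60.3% of the changed genes in the deposited FPKM, 47.5% after median of ratios scaling, 46.8% after quantile normalization and 65.1% after TPM scaling. Over 1.5-fold it was 69.2%, 55.9%, 52.3% and 74.3%. These scalings moved the median log2 fold change of all genes by -0.094 (median of ratios), -0.11 (quantile) and 0.037 (TPM).

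**Figure D1:**
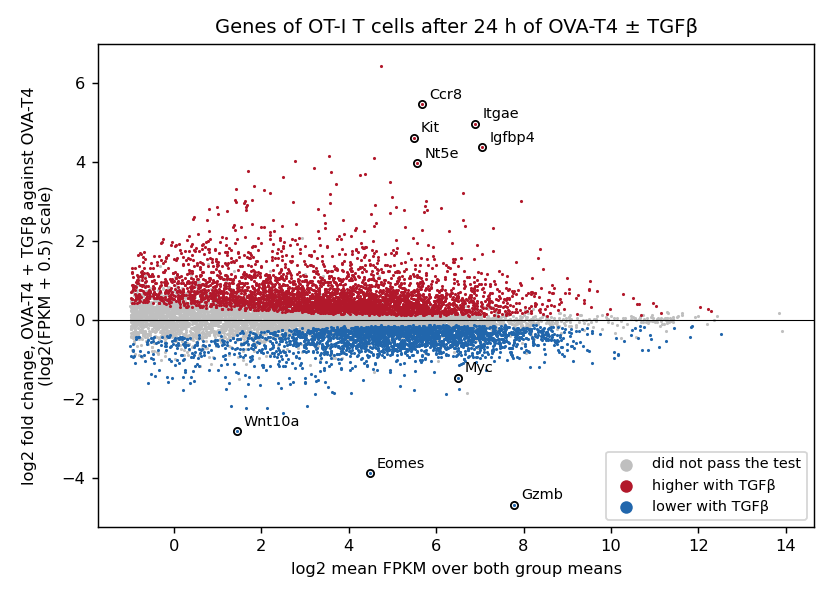
Each point is 1 of the 12879 genes tested, with the log2 of its mean FPKM over both groups on the horizontal axis and its log2 fold change with TGFβ, on the log2(FPKM + 0.5) scale, on the vertical axis. Red and blue points passed the test (3955 higher, 2607 lower) and grey points did not, and the largest changes lie on the higher side apart from Gzmb, Eomes and Wnt10a.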

The well-characterized TGFβ target genes *Gzmb* and *Eomes* were amongst the most-downregulated, whilst chemokine receptor-encoding *Ccr8* was amongst the most-upregulated (**Figure 2B**). 

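Gzmb, which encodes the cytotoxic protease granzyme B and lies on chromosome 14 of GRCm38 from 56258838 to 56262260, was at 422 ± 121 FPKM (SD, n = 4) with OVA-T4 and 15.9 ± 4.09 FPKM (SD, n = 4) with OVA-T4 + TGFβ (log2 fold change -4.68, standard error 0.23, adjusted p = 1.12e-06 from limma). Eomes, the T-box transcription factor eomesodermin, lies on chromosome 9 of GRCm38 from 118478212 to 118486132 and was at 42.2 ± 1.76 FPKM (SD, n = 4) with OVA-T4 and 2.49 ± 0.753 FPKM (SD, n = 4) with OVA-T4 + TGFβ (log2 fold change -3.87, standard error 0.17, adjusted p = 6.63e-07 from limma). They had the lowest fold changes of all genes tested. Ccr8 on chromosome 9 of GRCm38 from 120092114 to 120094906 was at 1.81 ± 0.513 FPKM (SD, n = 4) with OVA-T4 and 101 ± 14.4 FPKM (SD, n = 4) with OVA-T4 + TGFβ, a log2 fold change of 5.47 with a standard error of 0.16 (adjusted p = 7.96e-08 from limma), the second highest of all genes tested. The other genes labelled in Fig. 2B were higher with TGFβ, with log2 fold changes of 3.97 for Nt5e (CD73), 3.21 for Aqp3, 3.13 for Acsbg1, 2.79 for the TGFβ receptor gene Tgfbr1 and 2.03 for the SMAD corepressor gene Ski. Of 28 tested genes of the TGFβ-SMAD response, 22 were higher, 3 were lower and 3 did not pass the test (23 higher and 3 lower when adjusted over the list alone). Itgae, the αE integrin CD103, was at 7.05 ± 2.26 FPKM (SD, n = 4) with OVA-T4 and 231 ± 22.2 FPKM (SD, n = 4) with OVA-T4 + TGFβ. Ldlrad4, an inhibitor of SMAD activation, had a log2 fold change of 3.70, and Smad3 itself was lower, at -1.82. The list gave adjusted p = 5.77e-07 from camera, and adjusted p = 0.253 with an estimated correlation. Of 23 tested genes of tissue residency, 14 were higher, 1 was lower and 8 did not pass the test (15 higher and 1 lower when adjusted over the list alone), with Itgae, the ectonucleotidase gene Entpd1 (4.04) and Nt5e the highest and Ctla4 lower (-0.58). With the replicate number as a block, and without OVA-T4 + TGFβ replicate 4, 2 were lower. This list gave adjusted p = 2.14e-04 from camera, and adjusted p = 0.205 with an estimated correlation. Of 10 tested chemokine receptor genes, 5 were higher, 1 was lower and 4 did not pass the test (5 higher and 1 lower when adjusted over the list alone). Cx3cr1 had a log2 fold change of 2.61. With the block, 8 of the 10 were higher. The list gave adjusted p = 0.0616 from camera, and adjusted p = 0.238 with an estimated correlation. From camera it passed the threshold with the block (0.0141), with no filter (0.0441), after median of ratios scaling (0.0292), after quantile normalization (0.0489) and without OVA-T4 + TGFβ replicate 3 (0.0475). Of these receptor genes, 5 of the 10 were higher over 1.5-fold, against 13.6% of the other genes tested (Fisher's exact test, two-sided, odds ratio 6.33, adjusted p = 0.0218).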

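Of 27 tested genes of Th17 and Tc17 cells, the IL-17-producing CD4+ and CD8+ T cells, 18 were higher, 6 were lower and 3 did not pass the test (18 higher and 6 lower when adjusted over the list alone). Maf, which encodes a transcription factor used by these cells, was at 0.0508 ± 0.0301 FPKM (SD, n = 4) with OVA-T4 and 3.43 ± 0.871 FPKM (SD, n = 4) with OVA-T4 + TGFβ (log2 fold change 2.81, standard error 0.17, adjusted p = 3.74e-06 from limma). Rora, another transcription factor gene of these cells, had a log2 fold change of 2.55. Batf, also a transcription factor gene of Th17 cells, was lower with TGFβ, at -0.98. Some members are also on the TGFβ-SMAD list, so the lists are not independent of each other. These are Tgfb1 (0.56), Tgfbr1 and Tgfbr2 (1.39), which were higher, Smad3, which was lower, and Smad2, which did not pass the test. The Th17/Tc17 list gave adjusted p = 0.00257 from camera, and adjusted p = 0.491 with an estimated correlation. Over 1.5-fold, 15 of the 27 (55.6%) were higher, against 13.6% of the other genes tested (Fisher's exact test, two-sided, odds ratio 7.95, adjusted p = 2.69e-06). Of 66 tested genes of macrophage and T helper responses to infection and in bowel inflammation, 38 were higher, 11 were lower and 17 did not pass the test (39 higher and 12 lower when adjusted over the list alone). This list gave adjusted p = 0.0047 from camera, and adjusted p = 0.575 with an estimated correlation. It had 27 genes (40.9%) higher over 1.5-fold, against 13.5% of the others (Fisher's exact test, two-sided, odds ratio 4.42, adjusted p = 4.63e-07). These lists were written from general knowledge and are not the KEGG lists. Fisher's test takes genes as independent, which they are not. Of 10 tested macrophage and monocyte markers, 4 were higher, 0 were lower and 6 did not pass the test (4 higher and 0 lower when adjusted over the list alone), with 2 of the 10 also on the list of infection and bowel inflammation. With the replicate number as a block 9 were higher. Without OVA-T4 + TGFβ replicate 1 this number was 2 with no block, and without OVA-T4 + TGFβ replicate 3 it was 7. Among genes with a mean of at least 1 FPKM it was 2. The set gave adjusted p = 0.0864 from camera and adjusted p = 0.655 with an estimated correlation, and from camera 0.00667 with the block, 0.0215 with no filter, 0.0317 after median of ratios scaling and 0.0178 without OVA-T4 + TGFβ replicate 3. Lyz2, the macrophage lysozyme, was at 3.83 ± 2.26 FPKM (SD, n = 4) with OVA-T4 and 16.5 ± 10.4 FPKM (SD, n = 4) with OVA-T4 + TGFβ (adjusted p = 0.0141 from limma). Of 11 tested dendritic cell markers, 6 were higher, 0 were lower and 5 did not pass the test (6 higher and 0 lower when adjusted over the list alone). They include the MHC class II gene H2-Aa (1.18) and Itgax (1.56), which encodes CD11c. Itgax was at 0.262 FPKM with OVA-T4 and 1.74 FPKM with OVA-T4 + TGFβ. They also include Irf8 (0.69), at 312 FPKM with OVA-T4 and 504 FPKM with OVA-T4 + TGFβ, far above the other markers. Within the groups Irf8 did not deviate with the macrophage markers (r = 0.0036). Of the 11 markers, 8 had a positive log2 fold change and 3 a negative one, Ccl22 (-0.21), Cd86 (-0.08) and Ccl17 (-0.05). This set gave adjusted p = 0.0864 from camera and adjusted p = 0.625 with an estimated correlation. From camera it passed the threshold with the block (0.0406), with no filter (0.0299), after median of ratios scaling (0.0409), without OVA-T4 replicate 4 (0.0356) and without OVA-T4 + TGFβ replicate 3 (0.0344). Of these markers, 6 of the 11 were higher over 1.5-fold, against 13.6% of the other genes tested (Fisher's exact test, two-sided, odds ratio 7.60, adjusted p = 0.00616), and of the macrophage markers 4 of the 10 were higher over 1.5-fold, against 13.7% of the other genes tested (Fisher's exact test, two-sided, odds ratio 4.22, adjusted p = 0.1).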

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of the TGFβ-upregulated gene list (fold-change > 1.5, n=2141) identified “Th17 cell differentiation”, “Leishmaniasis” and “Inflammatory bowel disease” to be among the top upregulated pathways (**Supplementary Table 1**), consistent with previously described roles for TGFβ in T_h_17/T_c_17/Treg differentiation and function (16, 17).

**Figure 2:**
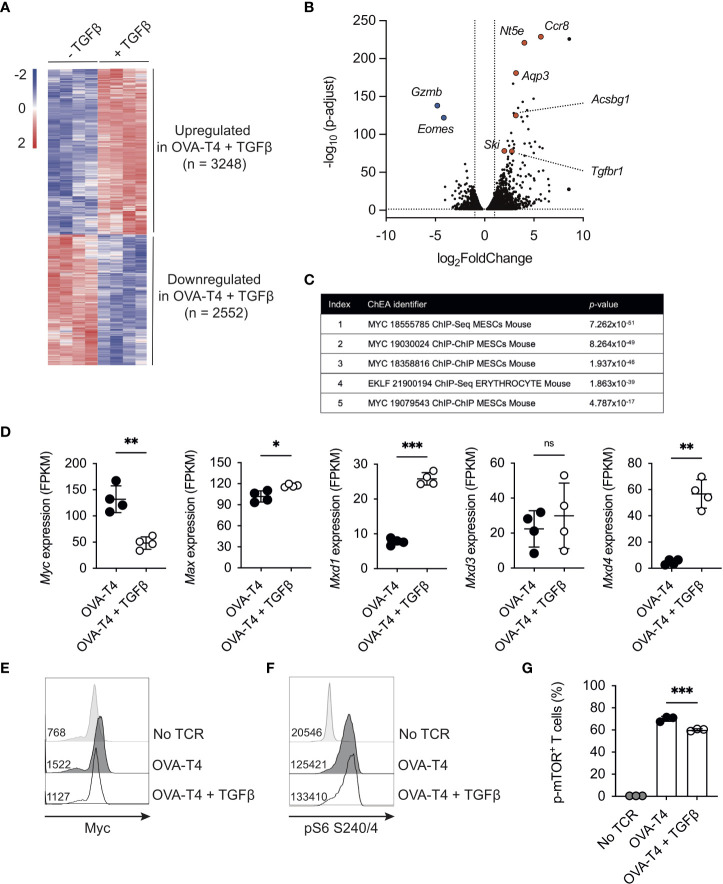
TGFβ impedes the Myc-dependent transcriptome OT-I TCR transgenic T cells were stimulated with SIITFEKL (OVA-T4) peptide in the presence or absence of TGFβ for 24 **(A–D, F, G)** or 48 **(E)** hours. RNA-Sequencing (RNA-Seq) analysis was performed **(A)** The heatmap shows log_2_ fold changes of differentially expressed genes (p adjust <0.05). **(B)** Volcano plot of RNA-Seq data identifies genes substantially downregulated (*Gzmb*, *Eomes*) or upregulated (*Nt5e*, *Ccr8*, *Aqp3*, *Ski*, *Tgfbr1*, *Acsbg1*) in TGFβ -treated OT-I T cells. **(C)** ChIP-X enrichment analysis (ChEA) within the Enrichr platform identified Myc-regulated genes as highly enriched within the TGFβ-downregulated gene set. **(D)** Levels of gene expression of *Myc* and Myc-associated genes. Data shown represent fragments per kilobase million (FPKM) values taken from RNA-Seq analysis. Histograms show levels of Myc expression **(E)** and phosphorylated ribosomal protein S6 (pS6) **(F)** whilst barcharts show proportions of total OT-I cells expressing phospho-Ser2448 mTOR **(G)** as determined by intracellular staining and flow cytometry. In histograms, figures represent MFI values for each condition. Individual data points from RNA-Seq data **(A–D)** represent biological replicates (n=4), whilst FACS plots represent data from 1 of 3 repeated experiments **(E, F)** or technical replicates (n=3) from 1 of 2 repeated experiments **(G)**. For RNA-Seq data, NS – not significant, * p<0.05, ** p<0.01, *** p<0.001 as determined using DESeq2 package with *p*-values adjusted using Benjamini-Hochberg procedure. For **(G)**, *** p<0.001 as determined by one way ANOVA, with Tukey's multiple comparisons test.

We focused on analysis of the transcripts downregulated following OVA-T4 + TGFβ treatment (“TGFβ-down”, n = 1139, fold-change > 1.5). 

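Transcripts of Myc targets fell together with TGFβ. Of 76 genes on a list of Myc targets, all of them tested, 0 were higher, 73 were lower and 3 did not pass the test (0 higher and 73 lower when adjusted over the list alone), with a median log2 fold change of -0.72. Srm, the spermidine synthase of polyamine synthesis, was at 454 ± 44.7 FPKM (SD, n = 4) with OVA-T4 and 202 ± 24.0 FPKM (SD, n = 4) with OVA-T4 + TGFβ (log2 fold change -1.17, standard error 0.10, adjusted p = 1.76e-05 from limma). Gnl3, the nucleolar GTPase nucleostemin, had a log2 fold change of -1.10, and Hspd1, the mitochondrial chaperonin HSP60, of -1.08. Of 98 tested genes of ribosome biogenesis, 1 was higher, 94 were lower and 3 did not pass the test (1 higher and 94 lower when adjusted over the list alone). Among them were the rRNA methyltransferase gene Nop2 (-1.04) and the pre-ribosome factor gene Wdr12 (-1.03), while Taf1c, a subunit of an RNA polymerase I factor, was higher (0.31); 2 were higher with the replicate number as a block and without OVA-T4 + TGFβ replicate 2. Of 38 translation factors, 2 were higher, 28 were lower and 8 did not pass the test (4 higher and 28 lower when adjusted over the list alone). They included Eef1e1 (-0.86), Eif1a (-0.84) and, on the higher side, Eif3f (0.39), and 4 were higher with the block or after TPM scaling and 1 after median of ratios scaling. The lists overlap, since 26 of the Myc targets are also genes of ribosome biogenesis and 2 are translation factors. Over 1.5-fold, 55 of the 76 Myc targets (72.4%) were lower, against 727 of the 12803 other genes tested (5.68%; Fisher's exact test, two-sided, odds ratio 43.5, adjusted p = 1.28e-48). Set against all other genes with camera, the Myc targets gave adjusted p = 1.64e-30, the genes of ribosome biogenesis adjusted p = 2.52e-33 and the translation factors adjusted p = 2.50e-10. Each of these was adjusted p = 0.205 with an estimated correlation. The Myc targets were taken from general knowledge and are not the sets of ChEA.

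**Figure D2:**
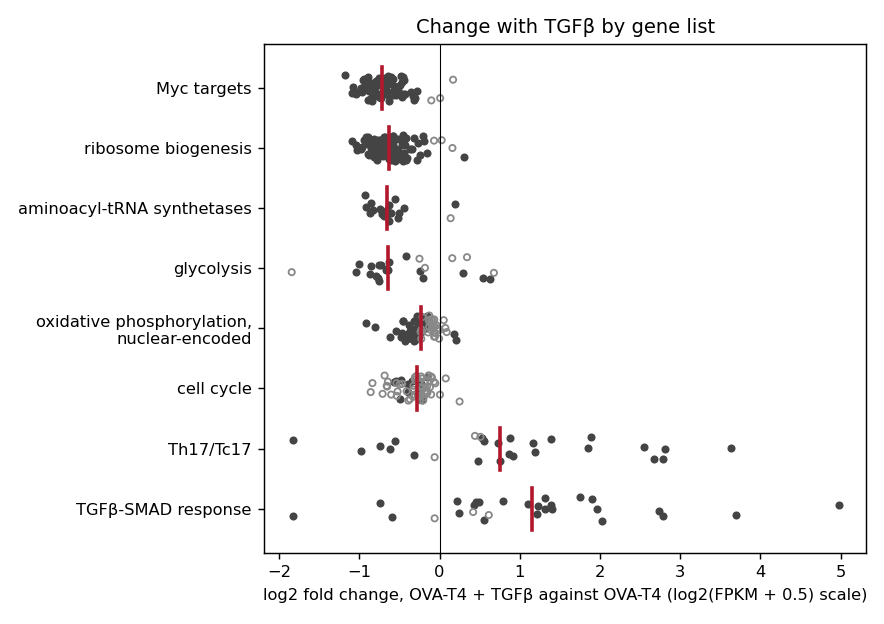
Each point is 1 gene of a list, with its log2 fold change with TGFβ on the horizontal axis; filled points passed the test, open points did not, and the red bar is the list's median. The medians lie at -0.72 for the 76 Myc targets and -0.63 for the 98 genes of ribosome biogenesis, and at 0.75 for the Th17/Tc17 list and 1.16 for the TGFβ-SMAD list.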

Use of the ChIP-X Enrichment Analysis (ChEA) tool (18) within the Enrichr platform (19) identified Myc target genes as highly enriched within the TGFβ-down gene list (**Figure 2C**). *MYC* was previously identified as a TGFβ-regulated, SMAD-repressed gene in human keratinocytes (20), and to be transcriptionally downregulated in TGFβ treated mouse effector CD8^+^ T cells (21). 

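Myc lies on chromosome 15 of GRCm38 from 61985391 to 61990374. Its mRNA was at 132 ± 25.6 FPKM (SD, n = 4) with OVA-T4 and 48.3 ± 11.8 FPKM (SD, n = 4) with OVA-T4 + TGFβ (log2 fold change -1.46, standard error 0.19, adjusted p = 2.24e-04 from limma). Every library with TGFβ had a lower value than every library without it (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow).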

Consistent with these previous reports, TCR-induced Myc mRNA (**Figure 2D**) and protein levels (**Figure 2E**, **Supplementary Figure 1**) were substantially impaired by TGFβ in OT-I T cells. By contrast, levels of *Max* mRNA, that encodes the Myc binding partner Myc-associated factor X (MAX) were marginally increased by TGFβ whereas levels of *Mxd1* and *Mxd4*, encoding transcriptional repressor Max dimer (MAD) proteins, were substantially elevated (**Figure 2D**).

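Max was at 102 ± 7.92 FPKM (SD, n = 4) with OVA-T4 and 117 ± 2.11 FPKM (SD, n = 4) with OVA-T4 + TGFβ (log2 fold change 0.21, standard error 0.06, adjusted p = 0.0154 from limma). After median of ratios scaling its log2 fold change was 0.10 and did not pass the test. Mxd1 rose, at 7.77 ± 0.924 FPKM (SD, n = 4) with OVA-T4 and 25.8 ± 1.78 FPKM (SD, n = 4) with OVA-T4 + TGFβ (log2 fold change 1.67, standard error 0.09, adjusted p = 1.69e-06 from limma). The increase of Mxd4 was the larger one, with 4.76 ± 1.99 FPKM (SD, n = 4) with OVA-T4 and 56.7 ± 10.9 FPKM (SD, n = 4) with OVA-T4 + TGFβ (log2 fold change 3.51, standard error 0.26, adjusted p = 1.12e-05 from limma). Mxd3, a further member of this family, was at 22.4 ± 10.4 FPKM (SD, n = 4) with OVA-T4 and 29.9 ± 18.7 FPKM (SD, n = 4) with OVA-T4 + TGFβ (log2 fold change 0.32, standard error 0.54, adjusted p = 0.652 from limma), and the adjusted p was 0.0390 with the replicate number as a block. These genes were chosen by the study on these samples. Of 10 tested genes of a wider list of the Myc-Max network, 4 were higher, 1 was lower and 5 did not pass the test (4 higher and 1 lower when adjusted over the list alone), with adjusted p = 0.381 from camera and adjusted p = 0.559 with an estimated correlation. After median of ratios scaling 2 of them were higher. The paper takes together its analyses of Myc targets, of Myc mRNA and protein, of IL-2 and of mTOR. It reads them as linking suppression of CD8+ T cell activation by TGFβ to repression of the activity and expression of Myc. It describes this link as independent of effects on the production of IL-2, with little impact on mTOR.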

In T cells, Myc expression is predominantly regulated by a combination of TCR- and IL-2-dependent signals (22). Consistent with previous publications (13, 21) TGFβ reduced OVA-N4 and OVA-T4-induced OT-I T cell IL-2 production (**Supplementary Figure 1A**). We sought to determine whether a paucity of autocrine IL-2 production accounted for, or contributed to, reduced Myc expression in TGFβ-treated OT-I T cells. *Il2* transcription peaks within the first 6-12h, then drops substantially, following T cell activation (23, 24). We reasoned that delaying the addition of TGFβ for 24h would uncouple indirect effects of reduced *Il2* levels on Myc expression. When added after 24h of TCR-stimulation, TGFβ suppressed Myc expression, as assessed at 48h, albeit to a lesser extent than when added from timepoint 0h (**Supplementary Figure 1B**). To determine whether exogenous IL-2 could rescue Myc expression, OT-I T cells were stimulated with either OVA-N4 or OVA-T4 ± TGFβ ± IL-2. Data indicated that IL-2 replenishment had no effect on the levels of Myc expression in T cells stimulated with OVA-N4 and TGFβ, whereas it was slightly but not significantly increased in OVA-T4 stimulated T cells (**Supplementary Figure 1C**).

Previous studies have linked TGFβ-mediated suppression of NK cell function to inhibition of mTOR (25). Levels of TCR-induced phosphorylation of the mTORC1 downstream target ribosomal protein S6 were not impeded by TGFβ in OT-I T cells (**Figure 2F**). As TCR-induced rpS6 phosphorylation can be mediated *via* both mTORC1 and RSK MAPK pathways (26), we further assessed the impact of TGFβ on mTOR phosphorylation. In this regard, phosphorylation of mTOR at Ser2448 was only mildly reduced by TGFβ (**Figure 2G**). Together, these analyses indicate that TGFβ-mediated suppression of CD8^+^ T cell activation is linked to repression of Myc activity and expression, independent of effects on IL-2 production and with little impact on mTOR.

### TGF β impairs amino acid uptake and protein synthesis

Myc transcriptional activity is required for TCR-induced T cell metabolic reprogramming. In particular, Myc-dependent T cell activation is strongly associated with the regulation of amino acid (AA) transporter expression and AA uptake (1, 3). Similarly, our RNA-Seq data indicated that TGFβ treatment resulted in decreased gene expression of several amino acid transporters including *Slc1a5* (encoding Alanine/Serine/Cysteine-preferring transporter 2 [ASCT2]), *Slc3a2* and *Slc7a5* (encoding CD98/Large neutral amino acid transporter 1 [LAT1]) (**Figure 3A**). Furthermore, FACS analysis confirmed that TCR-induced upregulation of cell surface ASCT2 (**Figure 3B**) and CD98 (**Figure 3C**) was impeded by TGFβ. 

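Slc7a5, the light chain of LAT1, lies on chromosome 8 of GRCm38 from 121881150 to 121907694 and was at 303 ± 42.6 FPKM (SD, n = 4) with OVA-T4 and 159.6 ± 19.1 FPKM (SD, n = 4) with OVA-T4 + TGFβ (log2 fold change -0.92, standard error 0.11, adjusted p = 1.71e-04 from limma). Slc3a2, the heavy chain CD98, went from 261 to 162 FPKM (log2 fold change -0.70, adjusted p = 0.00206 from limma), and Slc1a5 from 506 to 329 FPKM (log2 fold change -0.62, adjusted p = 0.00233 from limma). Of the 8 transporter genes in Fig. 3A, which the study chose on these samples, 7 were lower (7 lower when adjusted over the list alone, which is not independent evidence). The largest fall was that of the arginine and lysine transporter gene Slc7a3 (-1.53), followed by Slc7a5. Slc7a1 (-0.51), Slc7a6 (-0.34) and Slc38a1 (-0.28) changed less. Slc38a2 had a log2 fold change of -0.06 and did not pass the test (adjusted p = 0.424 from limma), while after median of ratios scaling it was -0.16 and did. Of 23 tested amino acid transporters on a list written from general knowledge, 6 were higher, 9 were lower and 8 did not pass the test (6 higher and 9 lower when adjusted over the list alone). Slc43a2, another transporter of large neutral amino acids, was higher, at 15.0 ± 1.78 FPKM (SD, n = 4) with OVA-T4 and 54.3 ± 6.10 FPKM (SD, n = 4) with OVA-T4 + TGFβ (log2 fold change 1.82), and the glycine transporter gene Slc6a9 was lower (-1.16). This list did not pass the threshold as a set (adjusted p = 0.423 from camera, and adjusted p = 0.929 with an estimated correlation), while 6 of the 23 were lower over 1.5-fold, against 6.04% of the other genes tested (Fisher's exact test, two-sided, odds ratio 5.49, adjusted p = 0.00735). Of 20 aminoacyl-tRNA synthetases, which load amino acids onto tRNA, 1 was higher, 18 were lower and 1 did not pass the test (1 higher and 18 lower when adjusted over the list alone), among them Nars (-0.93), Iars (-0.92) and Yars (-0.87), with Qars higher (0.20). The change of Qars did not pass the test after median of ratios scaling, and with the replicate number as a block 2 of these genes were higher. They gave adjusted p = 2.50e-10 from camera, and adjusted p = 0.238 with an estimated correlation. Of 22 tested genes of the integrated stress response, which the transcription factor ATF4 drives when amino acids are short, 1 was higher, 14 were lower and 7 did not pass the test (1 higher and 15 lower when adjusted over the list alone). Cth, an enzyme of cysteine synthesis (-1.86), Asns, the asparagine synthetase (-1.77), and Chac1, which degrades glutathione (-1.60), fell, and Ddit4, an inhibitor of mTORC1, was higher (0.96). With the block, and without OVA-T4 replicate 4, 2 were higher. This list gave adjusted p = 1.63e-05 from camera, and adjusted p = 0.453 with an estimated correlation.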

Kynurenine, a metabolite of tryptophan, can be detected by virtue of its spectral fluorescent properties to assess amino acid transport *via* SLC7A5/CD98 in T cells by flow cytometry (12). Consistent with decreased transcript and protein levels of CD98, uptake of kynurenine was reduced in TGFβ-treated OT-I T cells (**Figure 3D**), suggesting that TCR-induced upregulation of AA uptake was impaired. Importantly, incubation with BCH, an inhibitor of L-type amino acid transporters, blocked both basal and TCR-induced Kyn uptake of OT-I T cells, demonstrating the dependence for SLC7A5 in this assay (**Figure 3D**). A fundamental role for amino acids in cell biology is to act as building blocks for protein synthesis. Levels of nascent protein synthesis in activated T cells were assessed using incorporation of O-propargyl-puromycin (OPP) and flow cytometry. Importantly, TGFβ treatment substantially impaired TCR stimulated upregulation of OPP incorporation by OT-I T cells (**Figures 3E**).

**Figure 3:**
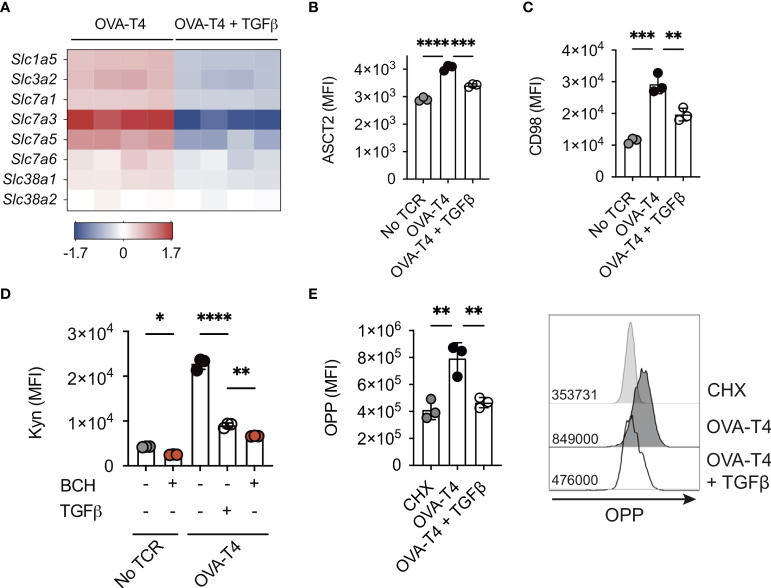
TGFβ impairs amino acid uptake and protein synthesis OT-I TCR transgenic T cells were stimulated with SIITFEKL (OVA-T4) peptide in the presence or absence of TGFβ for 24 **(A)** or 48 **(B–E)** hours. **(A)** The heatmap shows log_2_ fold changes in expression of selected amino acid transporter-encoding genes as determined by RNA-sequencing. Levels of surface expression of ASCT2 **(B)** and CD98 **(C)** and uptake of kynurenine **(D)** were determined by flow cytometry. To assess requirement for L-type amino acid transporters in Kyn uptake, cells were additionally treated with or without BCH **(D)**. Incorporation of O-propargyl-puromycin (OPP) was detected by Click chemistry staining and flow cytometry **(E)**. For flow cytometry analyses data shown represent mean fluorescence intensity (MFI) values. Individual data points represent biological replicates **(A)** or technical replicates **(B–E)** from 1 of 3 repeated experiments. * p<0.05, ** p<0.01, *** p<0.001, **** p<0.0001 as assessed by 1-way ANOVA, with Tukey’s multiple comparisons test.

### TGF β inhibits TCR-induced upregulation of glycolytic metabolism

Myc expression also mediates the upregulation of glycolytic metabolism following TCR stimulation (1). Analysis of RNA-Seq data indicated that TGFβ modestly impaired mRNA expression of the majority of glycolytic enzymes, with the exception of *Hk1*, *Aldoc* and *Ldh2b* (**Figure 4A**). Furthermore, levels of *Slc2a1* and *Slc2a3* (encoding glucose transporters 1 and 3 (GLUT1/3), respectively) were significantly lower in OT-I T cells activated with OVA-T4 + TGFβ as compared to OVA-T4 alone. 

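Of the 19 genes in Fig. 4A, which the study chose on these samples, 15 were lower with TGFβ, 2 were higher and 2 did not pass the test (17 lower and 2 higher when adjusted over the list alone, which is not independent evidence). Among the enzymes that fell were Hk2 (45.7 to 22.7 FPKM), Pfkl (128 to 74.1 FPKM, log2 fold change -0.79), Aldoa (804 to 509 FPKM, -0.66), Eno1 (1491 to 817 FPKM, -0.86), Pkm (912 to 533 FPKM, -0.77) and Ldha (2330 to 1380 FPKM, -0.75). The exporters of lactate Slc16a1 and Slc16a3 fell as well (-0.85 and -0.64). The 2 higher genes were Hk1, at 104 ± 2.33 FPKM (SD, n = 4) with OVA-T4 and 128 ± 4.26 FPKM (SD, n = 4) with OVA-T4 + TGFβ (log2 fold change 0.29, standard error 0.04, adjusted p = 3.76e-04 from limma), and the brain-type aldolase gene Aldoc (2.37 to 3.67 FPKM, log2 fold change 0.54), whose change did not pass the test after quantile normalization. Gpi1 fell by 0.24 and did not pass it after that normalization either. Ldhb was at 27.1 ± 1.72 FPKM (SD, n = 4) with OVA-T4 and 22.9 ± 3.44 FPKM (SD, n = 4) with OVA-T4 + TGFβ (log2 fold change -0.25, standard error 0.11, adjusted p = 0.0772 from limma). With the replicate number as a block its adjusted p was 0.0208, without OVA-T4 + TGFβ replicate 1 it was 0.0481, and it also passed the test after median of ratios scaling and quantile normalization. Of 25 genes on a list of glycolysis written from general knowledge, 3 were higher, 16 were lower and 6 did not pass the test (4 higher and 19 lower when adjusted over the list alone). With the block 6 were higher and 18 lower. The lowest that passed was the triose phosphate isomerase gene Tpi1 (-1.04), and Pfkfb3, which makes an activator of phosphofructokinase, was higher (0.63). The list gave adjusted p = 1.22e-05 from camera, and adjusted p = 0.205 with an estimated correlation. Gapdh, of which the genome holds many near-identical copies, was at 157 ± 110.2 FPKM (SD, n = 4) with OVA-T4 and 52.0 ± 61.4 FPKM (SD, n = 4) with OVA-T4 + TGFβ and did not pass the test (log2 fold change -1.84, standard error 0.75, adjusted p = 0.0653 from limma). Its replicates lie far apart, and without OVA-T4 replicate 1 or OVA-T4 + TGFβ replicate 1 the adjusted p was 0.0219 or 0.00836.

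**Figure D3:**
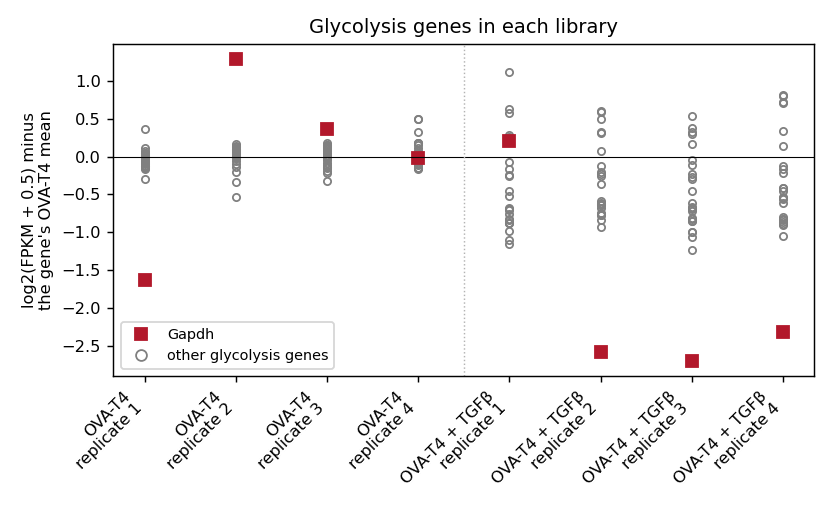
Each open circle is 1 of 24 glycolysis genes in 1 library and each red square is Gapdh, on the log2(FPKM + 0.5) scale after subtraction of the gene's mean in the OVA-T4 libraries. In the OVA-T4 libraries the 24 genes stay between -0.53 and 0.49, while Gapdh in both groups spreads over more than that.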

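Slc2a1, on chromosome 4 of GRCm38 from 119108711 to 119137983, was at 35.6 ± 3.75 FPKM (SD, n = 4) with OVA-T4 and 22.3 ± 2.60 FPKM (SD, n = 4) with OVA-T4 + TGFβ (log2 fold change -0.66, standard error 0.10, adjusted p = 5.31e-04 from limma). Slc2a3, on chromosome 6 of GRCm38 from 122727809 to 122801640, was at 25.9 ± 0.75 FPKM (SD, n = 4) with OVA-T4 and 16.4 ± 0.610 FPKM (SD, n = 4) with OVA-T4 + TGFβ (log2 fold change -0.64, standard error 0.05, adjusted p = 1.54e-05 from limma). For both genes every library with TGFβ lay below every library without it (exact permutation test, two-sided, p = 0.0286, with the libraries taken as unpaired).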

Consistent with RNA-Seq data, FACS analysis demonstrated that TCR-induced surface expression of GLUT1 protein was impaired in TGFβ-treated cells (**Figure 4B**). Furthermore, analysis of lactate secretion (**Figure 4C**) and extracellular acidification rate (ECAR) (**Figures 4D–F**) determined that TGFβ substantially impairs TCR-induced upregulation of glycolytic metabolism.

**Figure 4:**
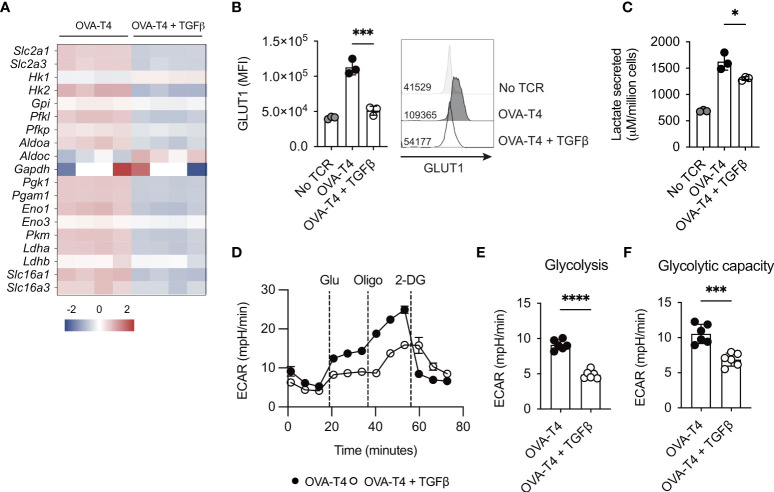
TGFβ impairs CD8^+^ T cell glycolytic metabolism OT-I TCR transgenic T cells were stimulated with SIITFEKL (OVA-T4) peptide in the presence or absence of TGFβ for 24 **(A, C)** or 48 **(B, D-F)** hours. **(A)** The heatmap shows log_2_ fold changes in expression of glycolytic enzyme-encoding genes as determined by RNA-sequencing. Levels of surface expression of glucose transporter (GLUT)1 **(B)** were determined by flow cytometry. For flow cytometry analyses data shown represent mean fluorescence intensity (MFI) values. Individual data points represent technical replicates (n=3) from 1 of 3 repeated experiments. **(C)** Lactate secretion was determined by analysis of deproteinated culture supernatants using a luminescent assay. Individual data points represent biological replicates (n=3) from 1 of 4 repeated experiments. **(D)** Seahorse metabolic analysis determined extracellular acidification rates (ECAR) of OT-I T cells. Dotted vertical lines represent injection times for glucose (Glu), oligomycin (Oligo) and 2-deoxyglucose (2-DG) in the Glycolytic Stress Test™. Levels of Glycolysis **(E)** were calculated by subtracting background ECAR values from those determined following glucose injection, whilst glycolytic capacity **(F)** represent ECAR values following oligomycin injection. For Seahorse metabolic analyses, error bars represent SD and individual data points represent technical replicates (n=6) from 1 of 4 repeated experiments. NS – not significant, * p<0.05, *** p<0.001, **** p<0.0001 as assessed by 1-way ANOVA, with Tukey’s multiple comparisons test **(B, C)** or Student’s *t-*test **(E, F)**.

Finally, we assessed the impact of TGFβ on T cell mitochondrial metabolism by performing a Mitostress Test using the Seahorse analyser. Analysis of oxygen consumption rates determined (**Figure 5A**) that both basal respiration (**Figure 5B**) and spare respiratory capacity (**Figure 5C**) were comparable in TCR as compared to TCR+TGFβ treated OT-I T cells. Furthermore, flow cytometry analysis of tetramethylrhodamine, methyl ester (TMRM) (**Figure 5D**) and MitoTracker Green (**Figure 5E**) fluorescence in OT-I T cells indicated that TGFβ did not impinge upon T cell mitochondrial membrane potential or mitochondrial mass, respectively.

**Figure 5:**
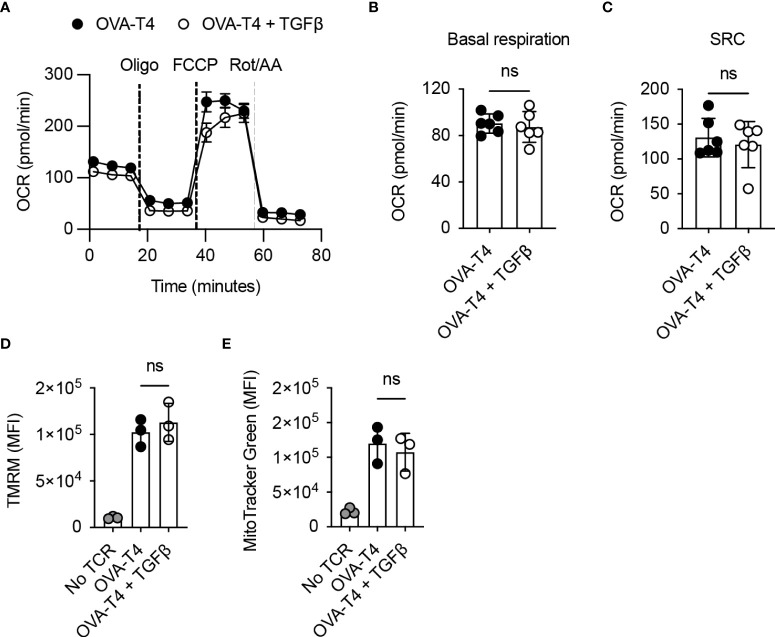
TGFβ inhibits CD8^+^ T cell activation independently of effects on mitochondrial metabolism OT-I TCR transgenic T cells were stimulated with SIITFEKL (OVA-T4) peptide in the presence or absence of TGFβ for 48 hours. **(A)** Seahorse metabolic analysis determined oxygen consumption rates (OCR) of OT-I T cells. Dotted vertical lines represent injection times for oligomycin (Oligo), carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (FCCP) and rotenone/antimycin A (Rot/AA) in the MitoStress Test™. Basal respiration **(B)** and spare respiratory capacity (SRC) **(C)** were determined as baseline OCR values and OCR values following FCCP injection, respectively. Mitochondrial membrane potential **(D)** and mitochondrial mass **(E)** were assessed by flow cytometry analysis of tetramethylrhodamine methyl ester (TMRM) and mitotracker green fluorescence, respectively. For flow cytometry analyses, data shown represent mean fluorescence intensity (MFI) values. Individual data points represent technical replicates (n=3-6) from 1 of 3 repeated experiments. NS – not significant as assessed by Student’s *t-*test **(A–C)** or 1-way ANOVA, with Tukey’s multiple comparisons test **(D, E)**.

## Discussion

CD8^+^ T cell activation depends on transcriptional and metabolic reprogramming mediated by Myc (1). Here we have shown that an important mechanism by which TGFβ impedes early T cell activation is through repression of Myc expression upon TCR-priming. Consequently, T cells activated in the presence of TGFβ display deficient engagement of Myc downstream signalling that is reflected in reduced upregulation of glycolytic and AA-dependent metabolism. These metabolic defects are likely to contribute towards the disruption of TCR-induced CD8^+^ T cell activation, proliferation and effector function.

TGFβ is a master regulator of effector and regulatory T cell activity during autoimmune reactions. Loss of TGFβ signalling in genetically modified murine models leads to aberrant hyperactivation of T cells against self-peptides (27–29). In accordance with our data, these previous studies indicate that TGFβ has a particularly important role in limiting T cell responses upon weak activation of TCR signalling (13, 30). Beyond its implications in autoimmunity here we have shown, in experiments using ID8 ovarian carcinoma cells, that cancer-cell derived TGFβ also restricts T cell activity more efficiently in response to low affinity as compared to strong agonist peptides. In the context of anti-cancer immunity, these results add to a body of work indicating that TGFβ neutralisation could boost responses against tumour associated antigens leading to an increased tumour immunogenicity. A limitation of immune checkpoint blockade therapy is that weakly immunogenic (or “cold”) tumours respond poorly to treatment. Anti-TGFβ therapies might therefore be a promising strategy to convert “cold” tumours into “hot” tumours and improve immune checkpoint blockade when administered in combination.

TGFβ suppresses cytotoxic functions of CD8^+^ T cells through well-defined direct interactions of SMAD proteins with *Gzmb*, *Ifng* and other inflammatory gene loci, which has been described as a mechanism of immune escape during anti-tumour responses and has also been observed in this study (21). In particular, our transcriptomic data shows that the SMAD-target *Gzmb* is the most downregulated gene in the presence of TGFβ highlighting its powerful inhibition of effector functions. It is important to mention that the regulation of multiple transcription factors and signalling pathways likely contributes to the overall impact of TGFβ on the activated T cell transcriptome. 

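Of 33 tested genes of cytotoxic and effector function, 9 were higher, 13 were lower and 11 did not pass the test (10 higher and 13 lower when adjusted over the list alone). Gzmb and Eomes fell the most among them, and among all 12879 genes tested. Tbx21, the transcription factor T-bet, was at 31.0 ± 2.07 FPKM (SD, n = 4) with OVA-T4 and 19.9 ± 2.94 FPKM (SD, n = 4) with OVA-T4 + TGFβ (log2 fold change -0.64, standard error 0.10, adjusted p = 8.81e-04 from limma). Ifng, the cytokine interferon γ, was at 12.1 ± 5.44 FPKM (SD, n = 4) with OVA-T4 and 7.44 ± 2.69 FPKM (SD, n = 4) with OVA-T4 + TGFβ and did not pass the test (log2 fold change -0.64, standard error 0.32, adjusted p = 0.119 from limma), and its adjusted p was 0.00185 with the replicate number as a block. Klrk1, the activating receptor NKG2D, had a log2 fold change of -1.83. The chemokine gene Ccl1 was higher, with a log2 fold change of 3.03. As a set the list did not pass the threshold (adjusted p = 0.0936 from camera, and adjusted p = 0.688 with an estimated correlation), with members on both sides, and with no filter on low values it gave adjusted p = 0.04 from camera. Over 1.5-fold, 13 of the 33 were lower (39.4%), against 5.99% of the other genes tested (Fisher's exact test, two-sided, odds ratio 10.2, adjusted p = 3.23e-07).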

In the current manuscript we have focussed on the suppression of Myc as a key inhibitory mechanism mediated by TGFβ. However, TGFβ also inhibits TCR-induced activation of NFAT signalling (13), modulates gene expression *via* SMAD activity and regulates the expression of other key transcription factors. For example, we also observed substantial repression of *Eomes* gene expression. Eomesodermin is involved in transcriptional regulation of CD8^+^ T cell differentiation, particularly through its cooperation with Tbet to promote memory formation. Whether TGFβ exposure during TCR-priming primarily results in deficient CD8^+^ T cell activation or whether it shapes T cell fate and differentiation is likely to be highly context-dependent. Indeed, in the context of an inflammatory cytokine milieu, TGFβ has a well-established role in driving the differentiation of inflammatory T_c_17 cells, whilst KEGG pathway analysis of our RNA-Seq data confirmed an upregulation of T_c_17/T_h_17-associated genes in TGFβ-treated cells.

Our RNA-seq data has allowed us to gain a broader understanding of how TGFβ shapes the T cell transcriptome and to dissect possible underlying mechanisms by which it suppresses early T cell activation. After performing KEGG and ChEA analysis we found that Myc-regulated genes were strongly enriched in the TGFβ-downregulated gene set. Myc regulates metabolic reprogramming induced upon TCR-priming of naïve cells to promote the exit from quiescence. Specifically, Myc orchestrates the upregulation of genes involved in glucose and AA transport, mainly *Slc2a1* and *Slc7a5*, in addition to metabolic enzymes related to glycolysis and glutaminolysis. Loss of Myc expression in CD8^+^ T cells prevents TCR-induced blastogenesis, proliferation and differentiation, indicating the essential role of Myc in the initiation of T cell responses (1, 3, 22). Our results confirmed that the marked *Myc* repression observed in the RNA-Seq data results in lower Myc protein levels as well as an important suppression of its main downstream metabolic pathways. Interestingly, while we observe an impairment of glycolysis, protein synthesis and nutrient transport, no significant differences were shown when mitochondrial metabolism was assessed. These results suggest that the effects of TGFβ on T cell metabolism during early stages of activation are a specific consequence of impaired Myc expression rather than being an indirect effect of an overall reduced T cell activation state. In contrast to the current work suggesting minimal effects of TGFβ on mouse CD8^+^ T cell mitochondrial metabolism, previous studies interrogating human CD4^+^ T cells indicated that TGFβ signalling influences respiration *via* direct effects of SMAD proteins within mitochondria (8). Further work is required to determine if these divergent effects of TGFβ signalling on T cell metabolism are explained by species differences, T cell activation status or intrinsic differences between CD4^+^ and CD8^+^ T cells.

An association between TGFβ signalling and Myc has been previously described in keratinocytes, oligodendrocytes, NK and T cells. Indeed, some studies determined that SMAD proteins are able to directly interact with *Myc* promoter in transformed cells (31). An investigation by Gu et al. showed that Smad4 can also act independently of TGFβ signalling inducing Myc-dependent proliferation in T cells (32). Consequently, Smad4-deficient T cells fail to upregulate Myc expression leading to a deficient expansion. Whether the activation of TGFβ signalling recruits Smad4 and prevents the Smad4-dependent stimulation of Myc expression is still unknown. Myc expression is regulated at both the transcriptional and post-transcriptional level following T cell activation. TCR-induced activation and IL-2 signalling contribute to transcriptional regulation of *Myc* whilst post-translational modifications impact upon protein stability and turnover. Our data indicate that *Myc* transcript levels were reduced by TGFβ, however it is possible that reduced uptake of glucose and amino acids as a consequence of reduced nutrient transporter expression may further limit Myc protein levels. In particular, glucose and glutamine-dependent O-GlcNAcylation are important for maintenance of Myc expression in activated T cells (33). Further investigation is required to elucidate the relative contribution of transcriptional and post-transcriptional impacts of TGFβ signalling in the control of Myc expression in CD8^+^ T cells, which may identify potential mechanisms to prevent the TGFβ-mediated suppression of T cell activation.

A surprising finding in our study has been the mild effect of TGFβ on rpS6 and mTOR phosphorylation considering the important role of AA levels in mTOR regulation (34–36). It is worthy of note that TCR-stimulated naïve T cells are fully competent to induce mTOR activation prior to upregulation of AA transporters. Furthermore, the inhibitory effects of TGFβ on Kyn uptake were less pronounced than that mediated by BCH, suggesting that SLC7A5 activity was not entirely compromised. Our data suggest that whilst TGFβ may limit AA uptake, this is insufficient to compromise rpS6 and mTOR phosphorylation over a short time-span. Previous studies performed in NK cells and in both CD4^+^ and CD8^+^ T cells have suggested that, in some circumstances, mTOR activity decreases upon TGFβ treatment (8–11). Interestingly, Zaiatz-Bittencourt and colleagues described that mTOR activity in human NK cells was not affected with short TGFβ treatments and that inhibitory effects could only be observed when treatment was sustained for longer periods (5 days) (10). These results suggest that, in specific contexts, the impact of TGFβ signalling on mTOR activity might not be direct and that the effects may only be detected upon the accumulation of other events that could subsequently impact mTOR function.

In summary, we have described here that TGFβ signalling significantly interferes with the Myc-induced transcriptional signature that occurs during early stages of CD8^+^ T cell activation, leading to deficient metabolic reprogramming. Therefore, TGFβ signals during CD8^+^ T cell activation mediate direct inhibition of cytotoxic gene expression by SMAD proteins and metabolic disruption following disruption of Myc expression, both of which contribute to defective CD8^+^ T cell activation. These inhibitory effects are likely important for the maintenance of self-tolerance *in vivo* but may also contribute to T cell immunosuppression during anti-cancer immune responses.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO, accession numbers: GSE205654, GSM6216059, GSM6216060, GSM6216061, GSM6216062, GSM6216063, GSM6216064, GSM6216065 and GSM6216066.

## Ethics statement

The animal study was reviewed and approved by University of Leeds Animal Welfare and Ethical Review Committee.

## Author contributions

HH and RS designed the study. HH performed the majority of experiments. HH, GP, PG and RS acquired and analysed the data. NV and GPC supervised parts of the project. HH and RS wrote the manuscript. All authors read and discussed manuscript drafts. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by grant 23269 from Cancer Research UK (to RS) and a University of Leeds PhD scholarship (to HH). NV and HH are supported by grant KFS-4993-02-2020-R from the Swiss Cancer League.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: TGFβ limits Myc-dependent TCR-induced metabolic reprogramming in CD8+ T cells
**Source:** Front Immunol. 2022 Jul 26;13:913184. doi: 10.3389/fimmu.2022.913184
**Supplement:** Supplementary file 1

**TGFβ limits Myc-dependent TCR-induced metabolic reprogramming in CD8^+^ T cells**

Helen Carrasco Hope^1,2^, Gabriella Pickersgill^1^, Pierpaolo Ginefra^2^, Nicola Vannini^2^, Graham P. Cook^1^ and Robert J. Salmond^1^

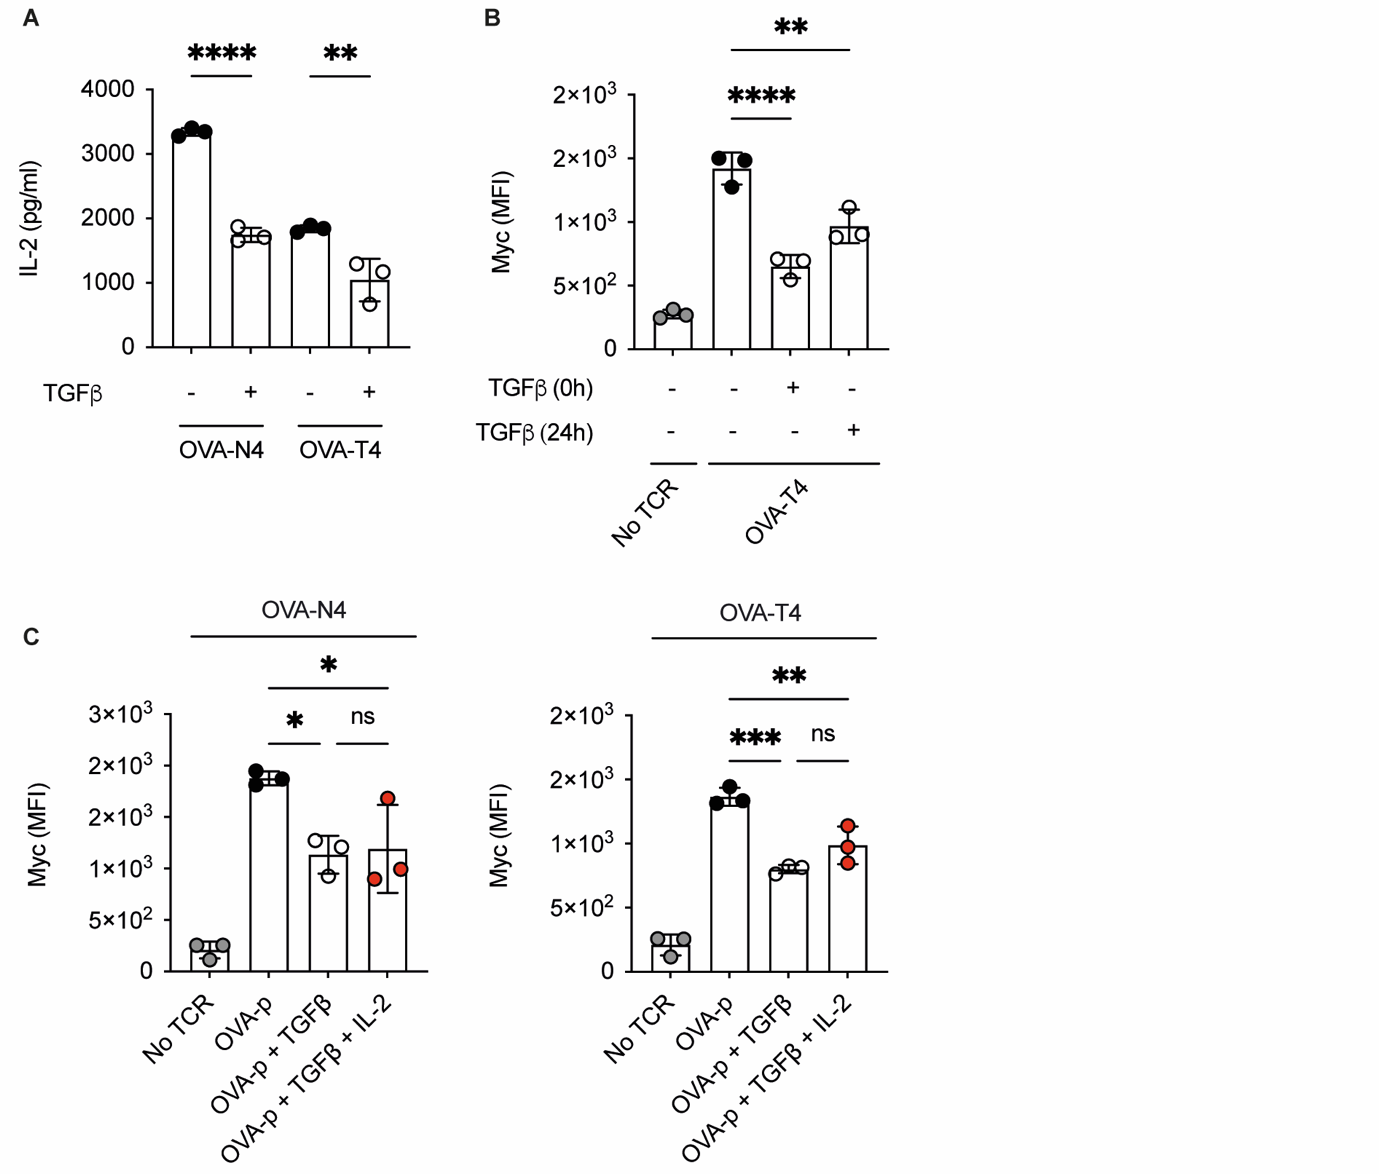

**Supplementary Figure 1. TGFβ-mediated Myc repression is independent of IL-2 depletion.**

OT-I T cells were stimulated with SIINFEKL (OVA-N4) or SIITFEKL (OVA-T4) in the presence or absence of TGFβ for 24h (**A**) or 48h (**B, C**). (**A**) OT-I T cells were stimulated in the presence of CD25 blocking mAb to prevent IL-2 consumption. IL-2 levels in supernatants were determined by ELISA. To assess the role of IL-2 depletion on the TGFβ-mediated repression of Myc expression, OT-I T cells were treated with TGFβ only after 24h of TCR-priming (**B**) or together with hIL-2 (1ng/ml) from timepoint 0h (**B**). Individual data points represent technical replicates from 1 of 3 repeated experiments. ns – not significant, * p<0.05, ** p<0.01, *** p<0.001, **** p<0.0001 as assessed by 1-way ANOVA, with Tukey’s multiple comparisons test.

**Supplementary Table 1. KEGG pathway analysis of upregulated genes by TGFβ.**

List of top 5 pathways upregulated by TGFβ in RNA-Seq dataset of OT-I T cells stimulated with SIITFEKL (OVA-T4) ± TGFβ for 24h, as determined by KEGG analysis using the platform Enrichr. Table includes list of genes identified as differentially expressed (*p* adjust < 0.05, fold-change > 1.5) in RNA-Seq dataset.

How the deposited data were processed for this re-analysis (not part of the article)

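RNA was measured in OT-I CD8+ T cells stimulated for 24 h with OVA-T4 (4 libraries) or OVA-T4 + TGFβ (4 libraries), which the paper describes as biological replicates. Samples were assigned to conditions and replicate numbers from the sample labels and the paper's methods. The authors deposited 1 table of FPKM values for the whole series. The submitters' processing notes name CASAVA, HISAT2 and HTSeq, with no versions given in the sources used here, and the mouse build mm10. The authors tested differences with DESeq2 and adjusted p-values with the Benjamini-Hochberg procedure. Their read counts were not used here.

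FPKM is already scaled to the library total and to gene length. The deposited FPKM values were first tested for the reads behind them. For each gene a length and for each library a total were solved so that all values became whole reads, with a tolerance of 0.005 reads or, where larger, 9e-08 of the reads. This gave whole reads for 100.0% of the 23842 genes above 0, and 23227 genes were at 0 in all libraries. A gene with reads in 1 or a few libraries can be solved by chance, so this share is a test mainly for genes with reads in all 8. The solved length is the smallest that fits, so reads can be understated by a common factor in a gene. In a test on simulated data, 8 of 8 library totals and 99.1% of the 2908 genes came out exact. The reads were used for depth and for alternatives, and the FPKM values for the main test. The totals were 38233903, 35839293, 41481888 and 41597929 reads with OVA-T4 and 40040249, 35586261, 39446072 and 35836413 reads with OVA-T4 + TGFβ.

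Genes with a mean of at least 0.5 FPKM over the 8 libraries (12879) were compared by limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.5), with the variance trend, two-sided, and Benjamini-Hochberg adjustment. A gene counts as higher or lower at an adjusted p under 0.05, and the fold threshold is 1.5 on that scale. On simulated data built from these libraries (12872 genes tested), this test recovered 52.4% of 63 genes changed 1.5-fold, 77.3% of 66 changed 2-fold and 98.3% of 60 changed 4-fold. Of its 150 calls, 4.67% were unchanged genes. The simulation changed few genes, drew them independently and had no pairs, while 6562 genes changed in the data. With few changed genes the adjustment is stricter, so these shares do not carry over to the main test on the data. Gene lists were compared with all other genes by camera with a preset correlation of 0.01. Of the lists, 38 were written from general knowledge and adjusted together, and 5 were taken from the paper's text and figures. With an estimated correlation none of the 38 passed the threshold. The share of list members among genes over 1.5-fold was tested with Fisher's exact test, two-sided.

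The main test, the 38 lists, the alternatives given below and the rule for named genes were set before the data were examined, apart from the values in the paper's figures. Named are the genes the paper names or labels in Figs. 2B, 2D, 3A and 4A, the 10 highest and 10 lowest fold changes among protein-coding genes with a mean of at least 1 FPKM that passed the test without overlap of the groups, and the 3 members of each list with the largest change that passed, with the largest in the other direction where the list goes both ways. Genes named outside this rule were chosen after their values were seen. In the closing section they are the immunoglobulin and B cell genes other than Cd79a, Cd79b and Ighd, the macrophage marker gene Apoe, Hk3, the copies of Gapdh, and Gm23935 and Rn18s-rs5. In the results they are the dendritic cell marker genes Irf8, Ccl22, Cd86 and Ccl17, and Tgfb1, Tgfbr2 and Smad2. Positions come from GENCODE M21 on GRCm38, which held 46488 of the 47069 gene IDs (98.8%). Copies of Gapdh were found with blastn 2.17.0 at 90% identity over at least 100 aligned bases. Further steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.

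The same replicate numbers occur in both groups. Libraries of the same number deviated together from their group means (r across genes of 0.179, 0.205, 0.419 and 0.505 for numbers 1 to 4). Those of different numbers had r of -0.489 to 0.254. OVA-T4 replicate 2 was closer to OVA-T4 + TGFβ replicate 3 (0.254) than to its own number, and OVA-T4 + TGFβ replicates 1 and 2 were closer to OVA-T4 replicates 4 (0.246) and 3 (0.239). Since r was above 0.1 for every number, the numbers were taken to pair the samples, from the data and not from a statement of the labels or the paper. The main test has no block, and a fit with the replicate number as a block is given beside it for part of the results. The alternatives were other pseudocounts and filters, median of ratios, TPM and quantile scaling, other variance priors, library quality weights, protein-coding genes alone, the block, an estimated correlation and leaving out each library in turn. Fits of limma voom to the solved reads, the block together with an estimated correlation and the glycolysis list without Gapdh were added after the data were seen. Flow cytometry, metabolic and ELISA measurements of the paper were not analysed here. Enrichr, KEGG and ChEA were not used here.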

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

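The tests on macrophage markers, on immunoglobulin genes and on Gapdh were all chosen after these results were seen. Of 322 groups of 4 libraries, 13 held a value far from the other values (Dixon's criterion at the 95% level), where chance gives about 16.1. OVA-T4 replicate 2 had a sum of FPKM over all genes of 803649, against 767824 to 773244 in the others of its group. Gm23935 in OVA-T4 replicate 2 was at 43034 FPKM, against 9310 to 10558 in the others of its group. This value is part of the sum over all genes and stood above its group by about as much as the sum did. The sum and Gm23935 are therefore not separate outliers. TPM scaling divides by this sum. Rn18s-rs5 in OVA-T4 replicate 2 was at 3394 FPKM, against 328 to 469 in the others of its group. Aldoa in OVA-T4 replicate 1 was at 735 FPKM, against 822 to 831 in the others of its group. Hk1 in OVA-T4 replicate 2 was at 108 FPKM, against 103 to 104 in the others of its group. Cdk6 in OVA-T4 replicate 4 was at 42.8 FPKM, against 32.7 to 34.3 in the others of its group. Ndufa12 in OVA-T4 replicate 4 was at 102 FPKM, against 147 to 153 in the others of its group. The T cell receptor gene Trav14-2 in OVA-T4 replicate 1 was at 0.473 FPKM, against 0.0724 to 0.0840 in the others of its group. Pdpn in OVA-T4 replicate 4 was at 0.242 FPKM, against 0 to 0.0187 in the others of its group. Orc1 in OVA-T4 + TGFβ replicate 2 was at 30.2 FPKM, against 24.4 to 25.2 in the others of its group. Spsb1 in OVA-T4 + TGFβ replicate 3 was at 54.0 FPKM, against 41.3 to 43.2 in the others of its group. Wnt10a in OVA-T4 + TGFβ replicate 3 was at 0.670 FPKM, against 0.163 to 0.209 in the others of its group.

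Genes the paper does not discuss had log2 fold changes above 4. They were Itgae at 4.98, Kit, a receptor tyrosine kinase, at 4.62, Igfbp4 at 4.39, Kcnip2 at 4.16, Spsb1 at 4.11 and Entpd1 at 4.04, besides Igha.

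Igha, the constant region of immunoglobulin A on chromosome 12 of GRCm38 from 113254830 to 113260236, had the highest fold change of all genes tested, from 0.120 ± 0.0596 FPKM (SD, n = 4) to 53.3 ± 2.77 FPKM (SD, n = 4), with a log2 fold change of 6.44 (standard error 0.09, adjusted p = 1.21e-09 from limma). It was chosen after its values were seen. RNA from B cells or plasma cells would bring light chain transcripts, yet the reads of Igkc were 0.0205% of those of Igha over the libraries with TGFβ (3 against 14655), and Ms4a1 had 0 reads, so B cells as the source are excluded by this test. Transcription of the unrearranged Igha gene in the T cells under TGFβ is a hypothesis that was not tested, since the FPKM values do not tell transcript forms apart.

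Macrophage markers were higher in mean with TGFβ in 10 of the 10 tested, though no sort that would remove macrophages is described (the paper's methods state a high purity of CD8 T cells for lymph nodes of Rag1-deficient mice, which the text does not name as the source of these samples), and 6 of them had a mean of 1 FPKM or more with OVA-T4. Random lists matched on expression reached a median as high (0.99) in 4 of 10000 draws, with 95% of their medians from -0.15 to 0.58. Genes of like expression thus did not in general move as far. The draws take genes as independent, which these markers are not, and camera with an estimated correlation gave adjusted p = 0.655. The draws therefore do not show that the set stood beyond differences between libraries. With the replicate number as a block, 9 of the 10 were higher. The set then gave adjusted p = 0.00667 from camera, and adjusted p = 0.289 with an estimated correlation in addition. The markers had a median of 2.39, 0.974, 0.562 and 2.26 FPKM in OVA-T4 replicates 1 to 4. In OVA-T4 + TGFβ replicates 1 to 4 it was 4.07, 2.12, 1.63 and 3.61 FPKM. RNA from macrophages may be a source, since the markers deviated together within the groups, with a mean pairwise correlation of 0.643 where 95% of the random lists stayed under 0.229. Itgam did not follow the others (-0.25), and Apoe, the most abundant of them, went from 17.2 to 22.5 FPKM (adjusted p = 0.389 from limma). A larger share of macrophages and a response of macrophages to TGFβ both stay open.

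Gapdh was at 40.03, 304, 160.3 and 123 FPKM in OVA-T4 replicates 1 to 4 and at 144, 20.5, 18.9 and 24.6 FPKM in OVA-T4 + TGFβ replicates 1 to 4, where the first of these lay far from the others of its group. Reads assigned to near-identical copies are excluded as the cause, since between the libraries with the most and the fewest Gapdh reads the 191 copies gained at most 8.22% of what Gapdh lost. A difference in glycolytic expression is excluded as well, since between these libraries the median log2 difference of the 24 other glycolysis genes was at most 2.39% of that of Gapdh, though single genes such as Hk3 and Aldoc differed by more. Reads left out because they align to many places could not be tested in FPKM values. The design names no biological difference between replicates, and none was tested.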

How the results depend on the processing

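The fits of limma voom to the solved reads and the block together with an estimated correlation were chosen after the data were seen. Under the alternatives other than these and leaving out a library, 6114 to 7835 genes changed (7835 with the replicate number as a block), 2987 to 4569 were higher and 2266 to 3460 lower, and Myc had log2 fold changes of -1.56 to -1.42. Without each library in turn, 5552 to 6621 genes changed, 3317 to 4065 were higher, 2235 to 2556 were lower, 1595 to 1940 were higher and 733 to 806 lower over 1.5-fold, and Myc was at -1.59 to -1.29. The set tests then gave adjusted p = 0.238 to 0.604 for the amino acid transporters, 5.48e-06 to 2.2e-05 for glycolysis, 3.37e-32 to 5.97e-29 for the Myc targets and 0.00206 to 0.00531 for the Th17/Tc17 list. With an estimated correlation these calls were lost, at adjusted p = 0.205 for glycolysis, 0.205 for the Myc targets and 0.491 for the Th17/Tc17 list, and with the block in addition at 0.219, 0.178 and 0.178; an estimate above the preset widens the test by construction. With limma voom, median of ratios library sizes and at least 10 reads in all, 18273 genes were tested, 7012 changed, 3470 were lower, Myc was at -1.57 and 1325 were lower over 1.5-fold; the cause was not tested. Of the other values, for named genes and lists, 5844 stayed within their limits, 82 lost and 36 gained a call, 108 counts moved by over 1.5 times and 0 reversed. Limma voom on lengths given with the values was not run, since the table gives none. At this depth 1 read in 1 kb is worth at most 0.0281 FPKM, so genes near that value are poorly measured.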

Differences from the paper's values

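In the main test no count was more than 1.5 times the paper's or less than the paper's divided by 1.5, and neither was any FPKM read by eye from Fig. 2D. The log2 fold changes read by eye from Fig. 2B differed from those here by no more than the larger of the replicate SD and 0.15, the precision of the reading. The paper's counts are 5800 changed, 3248 higher and 2552 lower, with 2141 higher and 1139 lower over 1.5-fold, beside 6562, 3955, 2607, 1761 and 782 here, at the paper's thresholds but on another scale of fold change. For the genes lower over 1.5-fold, the alternatives set before the data were examined gave 692 with a pseudocount of 1, 747 with a mean of at least 1 FPKM, 686 after TPM scaling and 682 for protein-coding genes, which lie further from the paper's 1139, and 1096 after median of ratios scaling and 1118 after quantile normalization, which lie closer. The fit of limma voom with median of ratios library sizes, chosen after the values were seen, gave 1325. For the genes higher over 1.5-fold, TPM scaling gave 1983 and a pseudocount of 0.1 gave 1952, closer to the paper's 2141 than the main test. Further from it were 1504 with a pseudocount of 1, 1593 with a mean of at least 1 FPKM and 1471 for protein-coding genes. Median of ratios scaling gave 1388 and quantile normalization 1228, also further away. The same fit of limma voom gave 2074.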

Other observations

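The tests of splits other than that for the genes changed, and the test of glycolysis without Gapdh, were chosen after the results were seen. Of 76 tested nuclear genes of oxidative phosphorylation, 2 were higher, 46 were lower and 28 did not pass the test (2 higher and 50 lower when adjusted over the list alone), among them the cytochrome c gene Cycs (-0.80), Ndufa12 (-0.92) and Uqcr10 (-0.62), with Ndufv3 (0.20) higher. Ndufv3 did not pass the test after median of ratios scaling or without any 1 of OVA-T4 replicates 2 and 3 and OVA-T4 + TGFβ replicates 2, 3 and 4, and the number of higher genes was 0 or 1 after that scaling and without these libraries or OVA-T4 + TGFβ replicate 1, and 5 after quantile normalization. Of the list, 3 of the 76 were lower over 1.5-fold, against 6.08% of the other genes tested (Fisher's exact test, two-sided, odds ratio 0.634, adjusted p = 0.863). The list gave adjusted p = 2.50e-10 from camera, and adjusted p = 0.453 with an estimated correlation. Of 25 genes of the TCA cycle, 0 were higher, 12 were lower and 13 did not pass the test (0 higher and 12 lower when adjusted over the list alone), such as Suclg2 (-0.70) and Fh1 (-0.55) (adjusted p = 2.14e-04 from camera, and adjusted p = 0.491 with an estimated correlation), while 1 of the 25 was lower over 1.5-fold, against 6.08% of the other genes tested (Fisher's exact test, two-sided, odds ratio 0.644, adjusted p = 1). Without OVA-T4 replicate 3, and after quantile normalization, 1 was higher. Of 13 genes encoded in mitochondrial DNA, 2 were higher, 2 were lower and 9 did not pass the test (1 higher and 2 lower when adjusted over the list alone), with mt-Co1 (0.22) higher and mt-Nd1 (-0.18) lower; neither passed the test with no filter, nor did mt-Co1 after median of ratios scaling or mt-Nd1 after quantile normalization (adjusted p = 0.834 from camera, and adjusted p = 0.941 with an estimated correlation). The number higher was 0 after median of ratios scaling and with no filter, and 1 after quantile normalization and without any 1 of OVA-T4 replicates 2 and 4 and OVA-T4 + TGFβ replicates 1 and 4. The number lower was 1 after TPM scaling and 0 with no filter, and either number was at most 3 in any of these fits. Of 13 genes of serine and one-carbon metabolism, 1 was higher, 11 were lower and 1 did not pass the test (1 higher and 11 lower when adjusted over the list alone), such as Psat1 (-1.18) and Shmt2 (-0.96) (adjusted p = 7.03e-07 from camera, and adjusted p = 0.205 with an estimated correlation), and 0 were higher after median of ratios scaling or quantile normalization. Of 15 genes of glutaminolysis and polyamine synthesis, 2 were higher, 10 were lower and 3 did not pass the test (2 higher and 10 lower when adjusted over the list alone), such as Gpt2 (-1.59) (adjusted p = 3.28e-04 from camera, and adjusted p = 0.205 with an estimated correlation), and 5 of the 15 were lower over 1.5-fold, against 6.04% of the other genes tested (Fisher's exact test, two-sided, odds ratio 7.77, adjusted p = 0.00588). The number of higher genes was 1 with the block, after median of ratios scaling or quantile normalization, with a pseudocount of 0.1, with no filter, with a robust variance prior, and without any 1 of OVA-T4 replicates 1, 3 and 4 and OVA-T4 + TGFβ replicates 1, 2 and 3. Of 31 genes of cholesterol and lipid synthesis, 1 was higher, 14 were lower and 16 did not pass the test (1 higher and 14 lower when adjusted over the list alone), such as Lss (-0.91) and Fasn (-0.73), with Acss2 (1.00) higher (adjusted p = 3.98e-04 from camera, and adjusted p = 0.575 with an estimated correlation), while 4 of the 31 were lower over 1.5-fold, against 6.06% of the other genes tested (Fisher's exact test, two-sided, odds ratio 2.30, adjusted p = 0.238). With the block, after TPM scaling or quantile normalization, with library quality weights, and without OVA-T4 replicate 2 or 3, 2 were higher. Of 15 genes of hypoxia, 4 were higher, 8 were lower and 3 did not pass the test (5 higher and 8 lower when adjusted over the list alone), such as Vegfa (-1.46) and Pdk1 (-1.03) (adjusted p = 0.118 from camera, and adjusted p = 0.384 with an estimated correlation), while 5 of the 15 were lower over 1.5-fold, against 6.04% of the other genes tested (Fisher's exact test, two-sided, odds ratio 7.77, adjusted p = 0.00588).

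Genes of activation went both ways. The activation marker genes Il2ra (-0.50) and Tfrc (-0.95) were lower and Cd44 (1.48) was higher. Il2 had a log2 fold change of 0.11 (standard error 0.28, adjusted p = 0.768 from limma). It was at 0.688 FPKM with OVA-T4 and 0.728 FPKM with OVA-T4 + TGFβ, near the filter of 0.5 FPKM, so a change in it is poorly measured here. Of 60 genes of the cell cycle, 0 were higher, 11 were lower and 49 did not pass the test (0 higher and 6 lower when adjusted over the list alone), such as Orc1 (-0.57) and Cdk4 (-0.49) (adjusted p = 2.84e-05 from camera, and adjusted p = 0.595 with an estimated correlation), while 0 of the 60 were lower over 1.5-fold, against 6.10% of the other genes tested (Fisher's exact test, two-sided, odds ratio 0, adjusted p = 0.125). With the replicate number as a block 43 were lower, after median of ratios scaling 23, after quantile normalization 7, without OVA-T4 replicate 2 or OVA-T4 + TGFβ replicate 1 7, and without OVA-T4 + TGFβ replicate 3 19. With the block, and after quantile normalization, 1 was higher. Of 32 genes of mTOR signalling, 9 were higher, 7 were lower and 16 did not pass the test (9 higher and 7 lower when adjusted over the list alone), with Rragd (1.71) and Sesn3 (1.13) higher and Eif4ebp1 (-1.32) lower (adjusted p = 0.906 from camera, and adjusted p = 0.941 with an estimated correlation), and 11 were lower with the block, after median of ratios scaling and after quantile normalization. Of 36 genes of the early response to the TCR, 13 were higher, 5 were lower and 18 did not pass the test (13 higher and 5 lower when adjusted over the list alone), with Dusp4 (2.02) and Jun (1.88) higher (adjusted p = 0.443 from camera, and adjusted p = 0.929 with an estimated correlation), and 9 were lower with the block. Of 26 genes of costimulation, 10 were higher, 9 were lower and 7 did not pass the test (10 higher and 9 lower when adjusted over the list alone), with Tnfrsf25 (2.28) higher and Tnfsf8 (-1.92) lower (adjusted p = 0.697 from camera, and adjusted p = 0.929 with an estimated correlation). Of 19 genes of coinhibition, 5 were higher, 6 were lower and 8 did not pass the test (5 higher and 6 lower when adjusted over the list alone), with Ikzf2 (1.71) higher and Btla (-1.21) lower (adjusted p = 0.628 from camera, and adjusted p = 0.929 with an estimated correlation), and 3 were higher among genes with a mean of at least 1 FPKM. Of 31 interferon response genes, 13 were higher, 7 were lower and 11 did not pass the test (14 higher and 7 lower when adjusted over the list alone), with Stat2 (0.82) higher and Isg15 (-0.84) lower (adjusted p = 0.599 from camera, and adjusted p = 0.929 with an estimated correlation).

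Of 13 CD8+ T cell markers, 8 were higher, 1 was lower and 4 did not pass the test (8 higher and 1 lower when adjusted over the list alone), such as Runx3 (0.92) and Lck (0.57), with Cd2 (-0.30) lower (adjusted p = 0.0616 from camera, and adjusted p = 0.575 with an estimated correlation, and from camera 0.0414 with the block, 0.0151 with no filter, 0.0445 after TPM scaling, 0.00101 after quantile normalization, 0.0379 without OVA-T4 replicate 4 and 0.0377 without OVA-T4 + TGFβ replicate 3). After median of ratios scaling 5 were higher and 2 lower, and with the block 2 were lower. Of 6 markers of CD4+ and regulatory T cells, 3 were higher, 1 was lower and 2 did not pass the test (3 higher and 1 lower when adjusted over the list alone) (adjusted p = 0.769 from camera, and adjusted p = 0.929 with an estimated correlation), and 0 were lower without OVA-T4 replicate 1 or 4 or OVA-T4 + TGFβ replicate 3, and 1 was higher after quantile normalization. Of 4 B cell markers, 4 were higher, 0 were lower and 0 did not pass the test (4 higher and 0 lower when adjusted over the list alone), such as Cd79a (1.55) (adjusted p = 0.0298 from camera, and adjusted p = 0.205 with an estimated correlation, and 0.067 from camera over protein-coding genes, where 2 were higher). Of 3 markers of NK and innate lymphoid cells, 3 were higher, 0 were lower and 0 did not pass the test (3 higher and 0 lower when adjusted over the list alone), such as Gata3 (1.29) (adjusted p = 0.00419 from camera, and adjusted p = 0.205 with an estimated correlation, and 0.297 from camera with no filter, where 1 was lower). Of 2 markers of neutrophils and mast cells, Kit and S100a8 (1.13), 2 were higher, 0 were lower and 0 did not pass the test (2 higher and 0 lower when adjusted over the list alone) (adjusted p = 0.0864 from camera, and adjusted p = 0.297 with an estimated correlation), and 1 was higher without OVA-T4 + TGFβ replicate 4 and among genes with a mean of at least 1 FPKM. Of 2 erythroid markers, 0 were higher, 0 were lower and 2 did not pass the test (0 higher and 0 lower when adjusted over the list alone) (adjusted p = 0.981 from camera, and adjusted p = 0.987 with an estimated correlation), and 1 was higher with the block and with no filter. Of 2 stromal markers, 1 was higher, 0 were lower and 1 did not pass the test (1 higher and 0 lower when adjusted over the list alone), with Pdpn (1.34) higher (adjusted p = 0.834 from camera, and adjusted p = 0.929 with an estimated correlation), and 0 were higher without OVA-T4 + TGFβ replicate 1 or 4 or among genes with a mean of at least 1 FPKM, and 1 was lower with the block. Of 3 genes of lymphoid receptor rearrangement and receptor segments, 2 were higher, 0 were lower and 1 did not pass the test (2 higher and 0 lower when adjusted over the list alone) (adjusted p = 0.405 from camera, and adjusted p = 0.575 with an estimated correlation), and 1 was higher among genes with a mean of at least 1 FPKM and 0 among protein-coding genes. Of the genes the study chose on these samples, which are not independent evidence, 6 of the 8 labelled in Fig. 2B were higher and 2 lower, and 3 of the 5 in Fig. 2D were higher and 1 lower, and 2 of the 7 others named in its text were higher and 3 lower, with the same counts when adjusted over the list alone.

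Chance as the source of the grouping was tested by the 35 splits of the 8 libraries into 4 and 4, taken as unpaired. The real split was the only 1 of 35 with as many changed genes (6562, highest other 0). It was also the only 1 with as many over 1.5-fold (2543, highest other 0). All other splits put libraries with and without TGFβ into the same group. A TGFβ effect then adds to the spread within groups and lowers the calls. The share under 5% therefore holds only for libraries taken as unpaired and does not by itself exclude chance. In the same permutation of the libraries, 1 of 35 splits gave as small a p from camera for the Myc targets (8.62e-32, lowest other 1.69e-24) and for the Th17/Tc17 list (0.00108, lowest other 0.00332), under 5% of the 35. For the amino acid transporters 21 of 35 splits did (0.323, lowest other 6.54e-04), and for glycolysis 2 of 35 (2.57e-06, lowest other 1.44e-06). A split that exchanges 1 library between the groups keeps much of the TGFβ contrast, so these shares of the set tests do not decide on chance. Where the replicate numbers are taken to pair the samples, 8 splits part all 4 pairs, too few for a share under 5%. Among these the others called 0 genes, and their lowest p from camera was 1.41e-22 for the Myc targets, 0.00332 for the Th17/Tc17 list, 1.44e-06 for glycolysis and 0.295 for the amino acid transporters. The other split of glycolysis sets OVA-T4 replicate 1 with OVA-T4 + TGFβ replicates 2, 3 and 4, the libraries with low Gapdh. Without Gapdh 1 of 35 splits gave as small a p (3.38e-06, adjusted p = 1.61e-05 in the real split, lowest other 2.5e-05).

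The excess of genes higher over 1.5-fold depends on scaling. The ratio of higher to lower genes was 2.25, and it was 1.27 after median of ratios scaling. With that scaling it was 1.18 to 1.30 without each library, on both sides of the limit set beforehand for a scaling effect. It was 1.10 after quantile normalization and 2.89 after TPM scaling. Limma voom with median of ratios library sizes, chosen after the data were seen, gave 1.57 over 18273 genes. Scaling by total reads as the cause of the excess stays open. A general shift of highly expressed genes was tested as the cause of the lower Myc targets. None (0) of 10000 random lists matched on expression had a median as low as -0.72, with 95% of the random medians from -0.16 to 0.03 (permutation p = 0.0001, the smallest they can give). Genes of like expression thus did not in general fall as far, which argues against such a shift. The draws take genes as independent, which the Myc targets are not (estimated correlation 0.342), so this p can be too small.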
